# The Exosome Component Rrp6 Is Required for RNA Polymerase II Termination at Specific Targets of the Nrd1-Nab3 Pathway

**DOI:** 10.1371/journal.pgen.1004999

**Published:** 2015-02-13

**Authors:** Melanie J. Fox, Hongyu Gao, Whitney R. Smith-Kinnaman, Yunlong Liu, Amber L. Mosley

## Abstract

The exosome and its nuclear specific subunit Rrp6 form a 3’-5’ exonuclease complex that regulates diverse aspects of RNA biology including 3’ end processing and degradation of a variety of noncoding RNAs (ncRNAs) and unstable transcripts. Known targets of the nuclear exosome include short (<1000 bp) RNAPII transcripts such as small noncoding RNAs (snRNAs), cryptic unstable transcripts (CUTs), and some stable unannotated transcripts (SUTs) that are terminated by an Nrd1, Nab3, and Sen1 (NNS) dependent mechanism. NNS-dependent termination is coupled to RNA 3’ end processing and/or degradation by the Rrp6/exosome in yeast. Recent work suggests Nrd1 is necessary for transcriptome surveillance, regulating promoter directionality and suppressing antisense transcription independently of, or prior to, Rrp6 activity. It remains unclear whether Rrp6 is directly involved in termination; however, Rrp6 has been implicated in the 3’ end processing and degradation of ncRNA transcripts including CUTs. To determine the role of Rrp6 in NNS termination globally, we performed RNA sequencing (RNA-Seq) on total RNA and perform ChIP-exo analysis of RNA Polymerase II (RNAPII) localization. Deletion of *RRP6* promotes hyper-elongation of multiple NNS-dependent transcripts resulting from both improperly processed 3’ RNA ends and faulty transcript termination at specific target genes. The defects in RNAPII termination cause transcriptome-wide changes in mRNA expression through transcription interference and/or antisense repression, similar to previously reported effects of depleting Nrd1 from the nucleus. Elongated transcripts were identified within all classes of known NNS targets with the largest changes in transcription termination occurring at CUTs. Interestingly, the extended transcripts that we have detected in our studies show remarkable similarity to Nrd1-unterminated transcripts at many locations, suggesting that Rrp6 acts with the NNS complex globally to promote transcription termination in addition to 3’ end RNA processing and/or degradation at specific targets.

## Author Summary

RNAPII is responsible for transcription of protein-coding genes and short, regulatory RNAs. In *Saccharomyces cerevisiae*, termination of RNAPII-transcribed RNAs ≤1000 bases requires the NNS complex (comprised of Nrd1, Nab3, and Sen1), processing by the exosome, and the nuclear specific catalytic subunit, Rrp6. It has been shown that Rrp6 interacts directly with Nrd1, but whether or not Rrp6 is required for NNS-dependent termination is unclear. Loss of Rrp6 function may result in extension (or inhibition of termination) of NNS-dependent transcripts, or Rrp6 may only function after the fact to carry out RNA 3’ end processing. Here, we performed in-depth differential expression analyses and compare RNA-sequencing data of transcript length and abundance in cells lacking *RRP6* to ChIP-exo analysis of RNAPII localization. We find many transcripts that were defined as unterminated upon loss of Nrd1 activity are of similar length in *rrp6Δ*, and expression levels of downstream genes are significantly decreased. This suggests a similar transcription interference mechanism occurs in cells lacking either Nrd1 or Rrp6. Indeed we find increased RNAPII located downstream of its termination site at many know Nrd1-regulated transcripts. Overall, our findings clearly demonstrate that Rrp6 activity is required for efficient NNS termination *in vivo*.

## Introduction

The exosome is a 3’-5’ exonuclease complex involved in termination of short RNAs, RNA quality control surveillance, and RNA degradation in both the cytoplasm and the nucleus. The core RNA exosome is a multi-subunit complex that has been proposed to channel the substrate to the catalytic subunit Dis3 (also known as Rrp44), similar in structure to the proteasome [1,2,3,4]. Dis3 has both an endonucleolytic PIN domain and 3’-5’ exonuclease activity and is essential for viability of the yeast *Saccharomyces cerevisiae* [5,6]. In the nucleus, the exosome aquires a second exonuclease subunit, Rrp6. Although Rrp6 is not essential for viability, it has been shown to be required for proper 3’ end trimming of primary small nucleolar/nuclear RNAs (snRNAs) [7,8], degradation of short-lived, non-coding cryptic unstable transcripts (CUTs) [9,10,11,12,13] and improperly terminated RNAs [7,14], as well as regulation of polyA tail length through Nab2 and the non-canonical polyA polymerases Trf4 and Trf5 [15,16]. Recent studies using high-resolution tiling arrays found that Dis3 and Rrp6 have both shared and distinct roles in the degradation of various RNAs [17,18]. For instance, Rrp6 is largely responsible for snRNA processing whereas both Rrp6 and Dis3 seem to be responsible for the degradation of unspliced pre-mRNAs [17,18]. Rrp6 has also been implicated in the termination and 3’ end processing of a variety of noncoding RNAs, most of which are not terminated by traditional polyA-dependent termination mechanisms [12,19].

RNA polymerase II (RNAPII) transcription termination is coupled to 3’ end processing and carried out by two pathways [20]. The recruitment of factors involved in these pathways is orchestrated by post-translational modifications along the repetitive C-terminal domain (CTD) of Rpb1, the largest subunit of RNAPII (reviewed in [21]). Generally, long (>1000 bp) polyadenylated mRNAs are terminated by the Cleavage and Polyadenylation Factor (CPF) and Cleavage Factor (CF) complexes in a polyadenylation dependent mechanism [22,23,24,25,26]. The second pathway predominates on short (<1000 bp) RNAPII transcripts including snRNAs, CUTs, and stable unannotated transcripts (SUTs) that are terminated by an Nrd1, Nab3, and Sen1 (NNS) dependent mechanism [20,27,28,29,30]. Termination by NNS is coupled to RNA 3’ end processing and/or degradation by the Rrp6-containing nuclear exosome [8,31,32]. In the current model of NNS termination, Nrd1 can be recruited to the RNAPII CTD by its CTD interacting domain (CID) [8,33,34,35,36,37]. Nrd1 and Nab3 also contain RNA binding domains that facilitate their recruitment to specific sequences in the nascent RNA [38,39]. The helicase Sen1 participates through unwinding RNA:DNA hybrids formed by the nascent RNA and template strand promoting RNAPII termination in yeast and mammals [40,41,42,43]. RNAPII transcribes beyond the 3’ end of the functional RNA into a “termination zone” before it is terminated by Sen1 [40]. The RNA is then polyadenylated by the TRAMP complex, and the nuclear exosome trims the ends of stable transcripts (such as snRNAs and SUTs) or completely degrades the transcript in the case of CUTs [19,20,29,32,40,44,45,46,47].

Here, we focus on the role of Rrp6 in termination and processing of RNAPII-transcribed noncoding RNAs (ncRNAs) and specific mRNAs that are likely regulated through the NNS pathway. Recent work suggests that Nrd1-dependent termination of noncoding RNAs is necessary for transcriptome surveillance by regulating promoter directionality and suppressing antisense transcription [48]. Nrd1 interacts with the exosome and the Nrd1 CTD-interacting domain (CID) has been shown to be important for coupling of NNS-termination with RNA processing [7,8]. The interaction between Nrd1 and Rrp6 is direct and independent of the Nrd1 CID [49]. It has previously been shown that nuclear depletion of Nrd1 causes defective termination of many NNS pathway targets resulting in the identification of 1,526 extended ncRNAs referred to as NUTs (Nrd1 unterminated transcripts) [48]. The generation of NUTs upon Nrd1 nuclear depletion caused transcriptome-wide changes in gene expression predominately through transcription interference caused by defective termination. However, it was reported that deletion of *RRP6* does not change ncRNA transcription termination and disruption of Nrd1 and Rrp6 activities did not cause differential expression of the same genes, suggesting that Rrp6 is not required for NNS-dependent termination [48]. Interestingly, deletion of *RRP6* has recently been shown to both stabilize and promote elongation of CUT281. CUT281 is an antisense long noncoding RNA that regulates the expression of *PHO84* through antisense transcription past the *PHO84* promoter [50]. The catalytic subunits of the exosome (Rrp6 and Dis3) have also been implicated in termination at snR4 and snR34 [17]. These data suggest that Rrp6 can regulate both degradation and the efficiency of NNS-dependent termination of ncRNA transcripts such as CUTs that are implicated in mRNA regulation through transcription interference. Together, these studies suggest that Rrp6 may be required for NNS termination at some specific targets while dispensable at others. Our primary objective was to determine if Rrp6 is required for NNS termination through analysis of global changes in the transcriptome *via* high throughput RNA-sequencing (RNA-Seq) and analysis of global RNAPII occupancy changes using high-resolution chromatin IP followed by exonuclease treatment (ChIP-exo).

In this study, we show that deletion of *RRP6* disrupts 3’ end processing and/or termination at multiple NNS-dependent transcripts resulting in extended 3’ RNA ends. Many of the *rrp6Δ* RNA extensions cause transcription interference from extended transcription, and closely match the transcripts observed following nuclear depletion of Nrd1 further supporting that they are NNS-dependent transcripts. We find altered transcript lengths all classes of NNS-terminated transcripts including snRNAs, CUTs, SUTs, and a subset of mRNAs resulting in transcriptome-wide changes in gene expression. These data suggest that Rrp6 acts with the NNS complex to promote transcription termination in addition to coupled 3’ end RNA processing (for mRNAs, snRNAs, and select SUTs) and/or degradation (for CUTs).

## Results

### Genome-wide analysis of *RRP6* deletion strains by RNA-Seq

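Total RNA from a wild-type (WT) strain and from a strain lacking *RRP6* (*rrp6Δ*) was depleted of rRNA and sequenced on a SOLiD instrument as strand-specific single reads, with 4 biological replicates of each strain. The authors mapped the reads to the sacCer3 genome with bfast, counted them on each annotated transcript with bamutils, and deposited the raw counts of 10054 transcripts in each of the 8 libraries. The methods describe a mapping that discarded rRNA and tRNA reads and a mapping that kept them, and do not name the one behind the counts. Total counts per library ranged from 6904004 to 11298227 in WT (median 9781272.5) and from 8761140 to 12666126 in *rrp6Δ* (median 10893392.5). Annotated transcripts overlap, so a read can enter these totals more than once. ORF-Ts held between 46.2% and 62.7% of the counts of a library, and sn/snoRNAs between 18.0% and 27.4%. The counts were scaled with edgeR's TMM method over all transcripts, without a filter on low counts, and the strains were compared with edgeR's quasi-likelihood test. A transcript was called up- or down-regulated at a fold change of at least 1.5, a p-value under 0.05 and a false discovery rate (FDR, Benjamini-Hochberg over all transcripts) of 0.1 or less, which are the thresholds of the paper. Normalized counts are CPM values of edgeR, computed with the TMM-scaled library size. The standard error of a log2 fold change is its size divided by the square root of the F statistic of the test. Transcripts varied between replicates with a common biological coefficient of variation of 0.302. *RRP6* itself (YOR001W, chromosome XV from 326820 to 329104) had 1787, 1030, 754 and 660 counts in WT replicates 1 to 4 and 60, 31, 42 and 16 counts in *rrp6Δ* replicates 1 to 4. This is a log2 fold change of -5.37 (standard error 0.29, FDR = 2.24e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). For a single transcript the strains were also compared with a two-sided exact permutation test, whose smallest p with 4 libraries against 4 is 0.0286, the value reached by *RRP6*.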

To identify classes of transcripts affected by the loss of Rrp6, we utilized previously published annotations for yeast transcripts and performed differential expression analysis using normalized sequencing reads through EdgeR (S1 Table). To accurately represent the entire transcribed region for mRNAs including the coding region, we employed annotations that include both the 5’ and 3’ untranslated region (UTR) for the majority of the yeast transcriptome [51]. In summary, the annotations used for our study include 5792 open reading frames (ORF-Ts), 658 CUTs, 648 SUTs, 1215 NUTs, 844 Rrp6-regulated antisense transcripts, 80 snRNAs, and 78 snRNA extended transcripts (ETs, manually annotated in this study). 

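The deposited table listed 5753 ORF-Ts, 732 CUTs, 686 SUTs, 1291 NUTs, 1236 antisense transcripts, 80 sn/snoRNAs and 78 ETs, together with 198 Ssu72-restricted transcripts (SRTs). Each listed transcript had reads in at least 1 library, and the lowest total over the 8 libraries was 33 counts. For 76 of the ETs the table also listed the mature sn/snoRNA. A mature sn/snoRNA lay inside 47 NUTs and 9 ORF-Ts on the same strand, and its reads were counted on those transcripts as well. It supplied most of the counts of 45 of these NUTs and of 5 of these ORF-Ts, so their values largely follow the mature sn/snoRNA.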

In *rrp6Δ* cells, 136 up-regulated and 734 down-regulated open reading frame transcripts were identified (ORF-Ts, fold change cut-off = +/- 1.5, p-value < 0.05, FDR ≤ 0.1, Fig. 1A-B, S1 Table). 

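Of the ORF-Ts, 120 were up-regulated (2.09%) and 820 were down-regulated (14.3%). All *rrp6Δ* libraries lay above all WT libraries for 94 ORF-Ts and below them for 793, where a chance arrangement of the libraries gives 1.43% of transcripts in each direction. Over the alternatives the number of up-regulated ORF-Ts lay between 37, when at least 10 counts were required in every library, and 315, with the replicate number as a block and TMM factors from ORF-Ts only. YEL020C-B (chromosome V from 117161 to 117380) had 0 counts in each WT library and 19, 11, 12 and 7 counts in *rrp6Δ* replicates 1 to 4. Against a floor of 3 counts per library, YEL020C-B was at least 2.58-fold higher in *rrp6Δ*, and it shares reads with the antisense transcript AS_YEL020W-A, which overlaps it on the same strand. Among the ORF-Ts with more than 3 counts in at least 1 WT library, the largest rise was that of YDR426C (chromosome IV from 1321621 to 1321998), with a normalized count of 1.06 ± 0.576 (SD, n = 4) in WT and 10.6 ± 3.8 (SD, n = 4) in *rrp6Δ*. The log2 fold change was 3.32 (standard error 0.41, FDR = 2.21e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).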

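In the deposited table, 595 of the 732 CUTs were up-regulated in *rrp6Δ* (81.3%) and 4 were down-regulated, and the median log2 fold change of the class was 2.04. For 523 CUTs every *rrp6Δ* library lay above every WT library. The 4 down-regulated CUTs were CUT289, CUT787, CUT404 and CUT484, named after their values were seen. CUT397 (chromosome XV from 1001515 to 1001835) had 20, 9, 14 and 5 counts in *rrp6Δ* replicates 1 to 4, at least 2.46-fold above the floor that its absence from the WT libraries allows. CUT274 (chromosome XII from 899719 to 899895) had 1 count in WT replicate 1 and 0 in the other WT libraries, and 44, 42, 37 and 14 counts in *rrp6Δ*, which is at least 7.44-fold higher. With at least 10 counts required in every library, 99 CUTs were left and 52 of these were up-regulated, with a median log2 fold change of 1.07. This was the largest change of the number of up-regulated CUTs under any alternative. The filter removes CUTs that WT cells hardly express.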

We also identified 622 up-regulated CUTs out of 733, in agreement with previous reports that CUT expression and stability is increased in the absence of Rrp6 ([9,11,13], Fig. 1A, S1 Table). 

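In the WT libraries, 585 CUTs had at least 1 count in every replicate and 276 (37.7%) had more than 3 counts in every replicate. CUT397 was the 1 CUT with no count in any WT library. The median CUT had 6.25 counts per library in WT and 34.6 in *rrp6Δ*. A floor of 3 counts corresponds to between 0.254 and 0.444 normalized counts in the WT libraries. This floor is a chosen setting and not a limit of detection, since CUTs below it could still have reads.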

Importantly, using deep sequencing technology many CUTs were detected that have not previously been detected in WT cells using microarrays (S1 Table) [9,10,11,13]. Analysis of the NUTs revealed that the majority of that class of transcripts, 887/1215, were also up-regulated in *rrp6Δ* (S1 Table, S1A Fig.). Additionally, our analysis found that 223/648 SUTs were significantly up-regulated in *rrp6Δ* uncovering the specific SUT transcripts that are likely terminated by the NNS pathway (S1 Table). 

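Among the NUTs of the deposited table, 835 were up-regulated (64.7%) and 18 were down-regulated, with a median log2 fold change of 1.25. Every *rrp6Δ* library exceeded every WT library for 707 NUTs. None of the 47 NUTs that hold a mature sn/snoRNA was up-regulated, and 0 of them were higher at an unadjusted p under 0.05. A median of 98.5% of their counts came from the sn/snoRNA, and with those counts taken off, 46 of the 47 had counts left and 35 of these were up-regulated (76.1%), against 67.1% of the other 1244 NUTs. The counts left still include those of the extended transcript of the sn/snoRNA. NUT1510, named after its values were seen, had no counts left and could not be tested. NUT1032 (chromosome VII from 334697 to 337667) had 1, 1, 0 and 0 counts in WT replicates 1 to 4 and 20, 16, 27 and 10 in *rrp6Δ*, at least 3.91-fold higher. NUT0629 (chromosome XIV from 145486 to 146904) had 1, 5, 0 and 0 counts in WT and 42, 27, 56 and 31 in *rrp6Δ*, a log2 fold change of 4.04 (standard error 0.66, FDR = 9.92e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out in turn, the log2 fold change of NUT0629 lay between 3.72 and 5.98. A minimum of 10 counts in every library left 533 NUTs, of which 218 were up-regulated.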

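Of the 686 SUTs, 196 were up-regulated (28.6%) and 10 were down-regulated. Their median log2 fold change was 0.43, and for 149 of them each *rrp6Δ* library lay above each WT library. SUT503 (chromosome V from 15773 to 15981) had a normalized count of 0.998 ± 0.891 (SD, n = 4) in WT and 9.48 ± 2.12 (SD, n = 4) in *rrp6Δ*, a log2 fold change of 3.30 (standard error 0.55, FDR = 0.00113, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). For SUT465 (chromosome IV from 443805 to 444197) the normalized count was 1.22 ± 0.689 (SD, n = 4) and 10.5 ± 4.89 (SD, n = 4) and the log2 fold change 3.10 (standard error 0.47, FDR = 7.00e-04, same test and adjustment). The requirement of at least 10 counts in every library left 416 SUTs, of which 98 were up-regulated.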

In *rrp6Δ* cells, a total of 54 sn/snoRNAs showed significant transcript extension (S1 Table, annotated as ETs—extended transcripts).

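Of the 78 ETs, 49 were up-regulated (62.8%), and 41 were higher in every *rrp6Δ* library than in every WT library. The 1 down-regulated ET, named after its value was seen, was that of snR44, whose log2 fold change was -1.06 and which lies inside *RPS22B* on the same strand. The ET share of a sn/snoRNA, its ET counts divided by its ET and mature counts, could be computed for 76 sn/snoRNAs. It was higher in all *rrp6Δ* libraries than in all WT libraries for 55 of them, where 1.09 would be by chance, with a two-sided exact permutation p of 0.0286 and 0.0388 after Benjamini-Hochberg adjustment over the 76. It was lower in all *rrp6Δ* libraries for 1, snR57 (52.9% in WT and 51.1% in *rrp6Δ*), which was likewise named after its value was seen. The median share was 1.78% in WT and 7.98% in *rrp6Δ*, and it exceeded 1% for 48 and 70 sn/snoRNAs, respectively. Some reads were counted on both ET and mature transcript, so the share is not one of separate reads. In *rrp6Δ* replicate 2, NUT0167, which holds snR13 and its ET, had 4372 counts, where snR13 had 4095 and its ET 1055. The snR30 ET (chromosome XII from 199538 to 200060) had 3, 13, 2 and 3 counts in WT and 400, 143, 347 and 149 counts in *rrp6Δ*, a log2 fold change of 4.94 (standard error 0.50, FDR = 6.38e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out in turn, the log2 fold change lay between 4.66 and 5.93.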

**Fig 1:**
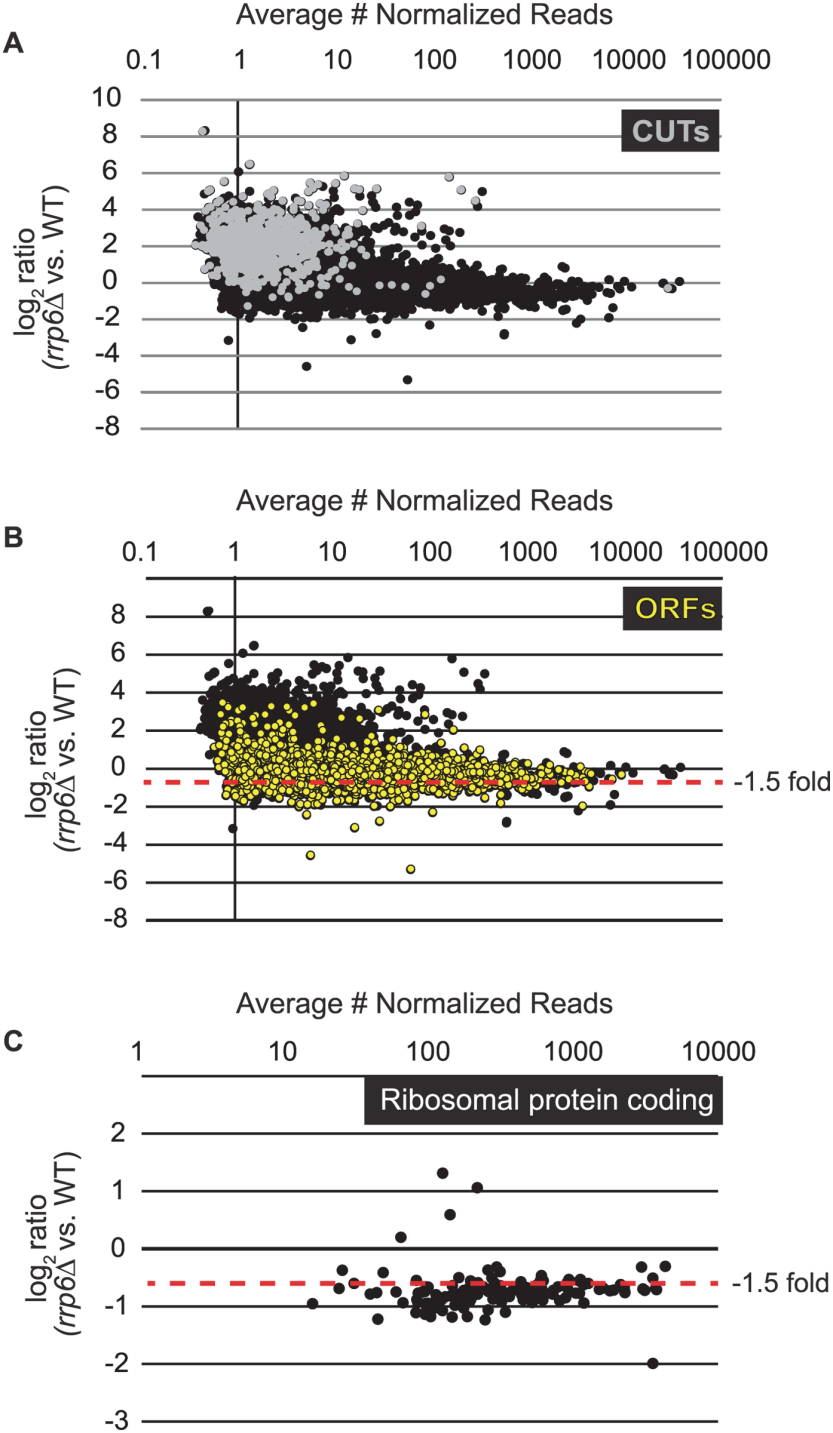
Expression plots for normalized RNA-SEQ data with specific classes of RNA transcripts highlighted. After sequencing reads were aligned to the yeast genome, reads mapped to annotated open reading frame transcripts (ORF-Ts), cryptic unstable transcripts (CUTs), stable unannotated transcripts (SUTs), and Nrd1 unterminated transcripts (NUTs) were used for differential expression analysis using edgeR. Log_2_ of the fold-change values are plotted versus the average number of normalized reads across all biological replicates for all RNA transcripts in cells lacking *RRP6* compared to WT (black dots). (A) RNAs annotated as CUTs, a classification based on the dependence of *rrp6Δ* for detection are shown as gray dots while all other transcripts are shown as black dots. (B) RNAs annotated as ORF-Ts, most of which are protein coding messenger RNAs are shown in yellow. All other transcripts are shown in black. (C) Messenger RNA expression values for ribosomal protein coding genes, shown as black dots.

Considering that Rrp6 is an exonuclease, it is expected that the majority of RNA expression changes in *rrp6Δ* cells would be due to accumulation. However, we were surprised to see 734 mRNAs significantly decreased ≤ 1.5-fold in *rrp6Δ* (Fig. 1B, ORFs in yellow, S1 Table). 

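How many ORF-Ts were down-regulated depended on the scaling of the libraries. With TMM factors over all transcripts, 87.2% of the ORF-Ts past the thresholds were lower in *rrp6Δ*. With TMM factors computed from ORF-Ts only, 149 were down-regulated and 226 up-regulated, so that 39.7% of the changed ORF-Ts were lower. Library totals alone gave 85 down-regulated and 222 up-regulated ORF-Ts, or 27.7% lower. Each of the 149 and of the 85 was among those down-regulated with TMM factors over all transcripts. The median log2 fold change of the ORF-Ts was -0.32 with factors over all transcripts, -0.01 with ORF-Ts only (a shift of 0.31) and 0.04 with library totals (a shift of 0.36). Relative to the median of -0.32, 371 ORF-Ts were lower and 354 were higher by at least 1.5-fold. Single libraries also moved the number, to 389 without *rrp6Δ* replicate 1 and 455 without WT replicate 4, of which 366 and 411 were also down-regulated with all libraries. The largest fall after *RRP6* was that of *HFM1* (YGL251C, chromosome VII from 27559 to 30187), with 150, 74, 51 and 95 counts in WT and 10, 1, 6 and 5 counts in *rrp6Δ*. The log2 fold change was -4.61 (standard error 0.41, FDR = 2.98e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *GYP5* (YPL249C, chromosome XVI from 76619 to 79380) had a log2 fold change of -3.16 (standard error 0.44, FDR = 4.64e-04, same test and adjustment).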

To better understand the classes of mRNAs down-regulated in *rrp6Δ*, we performed GO-term enrichment analysis to determine if any cellular pathways showed significant enrichment within the set of decreased mRNAs. 

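No GO annotation was used here, and the 137 transcripts of S3 Table stood for the cytosolic ribosome. In the deposited counts, 83.9% of the list were down-regulated in *rrp6Δ*, against 12.6% of the other 5616 ORF-Ts (two-sided Fisher's exact test, p = 2.95e-77, which treats transcripts as independent although they are not replicates). The median log2 fold change was -0.78 for the list and -0.31 for the other ORF-Ts, a difference of -0.47. Under the other scalings of the libraries this difference lay between -0.48 and -0.44. The set test camera with its preset correlation between transcripts gave p = 1.10e-23. With the correlation estimated from these libraries (0.42) camera gave p = 0.0873, and fry gave p = 0.0036, so the call held under fry and not under the estimated correlation. The estimated correlation was 0.23 with library totals alone, where camera gave p = 0.031. The paper took up these genes after their enrichment among the decreased mRNAs of these samples, so testing the list on the same samples is not independent evidence.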

Surprisingly, the most enriched GOterm was GO:0005830 for the cytosolic ribosome with a p-value of 6.43E^-82^ (S2 Table). In total, nine of the 30 statistically significant enriched GO-terms related to ribosomal protein coding genes with p-values less than or equal to 7.85E^-19^ (S2 Table). 

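Among the 137 transcripts of ribosomal protein genes, 115 were down-regulated in *rrp6Δ*, and 119 were when adjusted over the list alone. The list is defined by gene function, but the paper took it up after an enrichment in these samples, so the smaller adjustment is not independent evidence. By fold change alone 121 were lower. For 81 transcripts each *rrp6Δ* library lay below each WT library, where 1.96 would be by chance. Scaling moved the count most: 35 were down-regulated with TMM factors from ORF-Ts only, and 18 with library totals alone. Relative to the median of the other ORF-Ts, 133 lay below it and 38 lay below it by at least 1.5-fold. Without *rrp6Δ* replicate 1 the count was 60, and without WT replicate 3 it was 74. The lowest value was that of *RPS22B* (YLR367W, chromosome XII from 855831 to 857371), with a log2 fold change of -2.05 (standard error 0.37, FDR = 0.0017, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The gene of snR44 lies inside *RPS22B* and supplied 89.5% of its counts, and without them the log2 fold change was -0.40. *RPL4B* (YDR012W, chromosome IV from 471821 to 473018) followed with a normalized count of 62.3 ± 24.1 (SD, n = 4) in WT and 26.0 ± 6.44 (SD, n = 4) in *rrp6Δ*, a log2 fold change of -1.26 (standard error 0.27, FDR = 0.0044, same test and adjustment). Many ribosomal protein genes have a close paralog with which the counting could have shared reads, so the values of single transcripts are uncertain.

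**Figure D1:**
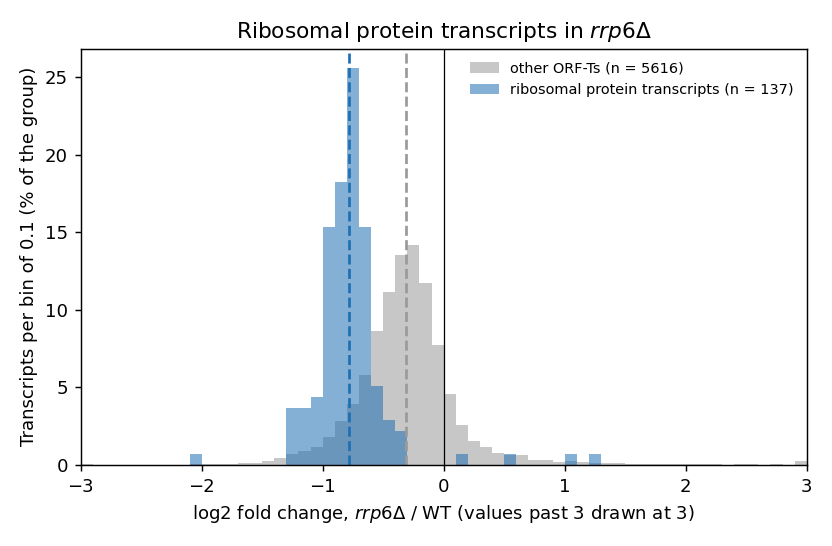
Share of transcripts (%) in bins of 0.1 of log2 fold change, for the 137 ribosomal protein transcripts (blue) and the other 5616 ORF-Ts (grey), with changes beyond 3 drawn at 3. The dashed lines mark the medians of -0.78 and -0.31.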

Differential expression analysis determined that transcript levels of 109 out of 137 ribosomal protein coding genes were decreased more than 1.5-fold (Fig. 1C, S3 Table). 

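Past all thresholds, 2 ribosomal protein transcripts were up-regulated in *rrp6Δ*, and by fold change alone 2 were higher. *RPL18B* (YNL301C, chromosome XIV from 63410 to 64586) rose from a normalized count of 145 ± 32.2 (SD, n = 4) in WT to 291 ± 24.0 (SD, n = 4) in *rrp6Δ*, a log2 fold change of 1.00 (standard error 0.21, FDR = 0.00361, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *RPS14B* (YJL191W, chromosome X from 73766 to 74716) rose from 74.0 ± 27.3 (SD, n = 4) to 176 ± 30.4 (SD, n = 4), a log2 fold change of 1.25 (standard error 0.26, FDR = 0.00372, same test and adjustment). With TMM factors from ORF-Ts only, *RPS9A* (YPL081W) was up-regulated as well, with a log2 fold change of 0.84, and it was with library totals alone (0.98), without WT replicate 2 (0.80) and without *rrp6Δ* replicate 4 (0.78). With the sn/snoRNA reads taken off the transcripts that hold them, *RPL7B* (YPL198W) was up-regulated at 0.64. *RPS9A* and *RPL7B* were named after their values were seen.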

Interestingly, only 3 ribosomal protein-coding genes had more than 1.5-fold increase in expression (Fig. 1C). It is also interesting to note that the average transcript length from the down-regulated ribosomal protein-coding mRNAs is 916 nucleotides putting many of the transcripts within the approximate length limits for the NNS pathway.

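The down-regulated ribosomal protein transcripts had an annotated length of 922 ± 216 nucleotides (SD, n = 115 transcripts), and the whole list one of 924 nucleotides on average. The 5753 ORF-Ts averaged 1656 nucleotides, with a median of 1409. Down-regulated ORF-Ts of any kind differed from the other ORF-Ts by -116 nucleotides on average, at 1557 against 1673 (two-sided permutation test across transcripts, p = 0.00639). Without the ribosomal protein transcripts the lengths were 1661 and 1676 nucleotides (p = 0.736, same permutation test). The difference over all ORF-Ts also depended on single libraries, and without WT replicate 3 down-regulated ORF-Ts were 37.2 nucleotides longer. The permutation test no longer gave a p under 0.05 without WT replicate 1 or 2 or *rrp6Δ* replicate 1 or 4, or with TMM factors from ORF-Ts only or library totals alone.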

Pearson correlation coefficients were calculated comparing the average log_2_ fold-change values obtained in our RNA-Seq dataset (n = 4) and in a recent tiling array study by Castelnuovo *et al* 2014 [52,53]. The correlation coefficient when comparing these two datasets is 0.751 (Fig. 2A), a value indicating that there is a strong positive correlation between the two datasets similar to the extent of correlation previously found when comparing RNA-Seq to the tiling array platform [54]. Interestingly, the highly abundant sn/snoRNA transcripts had poor correlation across the two platforms, represented as red dots in Fig. 2A (values also given in S4 Table). It has previously been shown that RNA-Seq has a capacity for much greater dynamic range than microarrays, which can be saturated by very abundant transcripts and may not be able to quantitatively detect transcripts expressed at low levels [56]. For this reason, we propose that the differences seen between our dataset and previously published tiling array data are due to the increased dynamic range obtained with deep transcriptome coverage obtained by our RNA-Seq experiments. Considering that sn/snoRNAs are highly abundant and that they are one of the primary cellular targets of Rrp6 activity [14–16], the ability to accurately measure the abundance of snRNAs in this instance is a distinct advantage of using RNA-Seq. To compare the detection and quantification of extended 3’ ends of a selection of snRNAs in WT versus *rrp6Δ* cells, area-under-the-curve values were calculated for snR33 and snR37 using our RNA-Seq data compared to data from previously published tiling array dataset (Fig. 2B-D, [52]). To estimate the degree of extended transcript accumulation in *rrp6Δ*, the ET area was normalized against the area under the curve for the entire transcript resulting in a percent of extended transcript value (Fig. 1B). For snR37 and snR33, which have extended 3’ ends, there are significantly more extended reads in the *RRP6* mutant than in wild-type in both the sequencing and array data sets (Fig. 2). This agrees with the known role of Rrp6 to trim 3’ ends of snRNAs after termination. However, the relative ratios of these extended transcripts to the sense transcript appear to be much higher in the tiling array data than in the sequencing data in RNA isolated from *RRP6* deletion strains. For instance, approximately 11% of snR37 transcripts appeared extended in the tiling arrays dataset as opposed to 0.3% when analyzed by RNA-Seq (Fig. 2B). 

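The snR33 ET (chromosome III from 141910 to 142205) had 102, 71, 64 and 58 counts in WT replicates 1 to 4 and 321, 156, 303 and 194 counts in *rrp6Δ* replicates 1 to 4, a log2 fold change of 1.13 (standard error 0.21, FDR = 0.00182, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Mature snR33 (142206 to 142542) fell from a normalized count of 836 ± 296 (SD, n = 4) to 347 ± 110 (SD, n = 4), a log2 fold change of -1.27 (standard error 0.32, FDR = 0.0107, same test and adjustment). The ET made up 1.15% ± 0.409 (SD, n = 4) of the snR33 counts in WT and 5.75% ± 2.30 (SD, n = 4) in *rrp6Δ*, a 5.00-fold difference in which the strains did not overlap. The snR37 ET (chromosome X from 227715 to 227923) had 4, 6, 2 and 2 counts in WT and 307, 100, 303 and 106 counts in *rrp6Δ*, and its log2 fold change was 5.18 (standard error 0.44, FDR = 2.68e-05, same test and adjustment). For mature snR37 (227924 to 228468) the log2 fold change was -0.26 (standard error 0.35, FDR = 0.589, same test and adjustment), and its sign changed with the scaling, to 0.06 with TMM factors from ORF-Ts only.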

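From read counts, the ET share of snR37 was 0.358% ± 0.167 (SD, n = 4) in *rrp6Δ* and 0.00803% ± 0.00288 (SD, n = 4) in WT, a 44.5-fold difference. The *rrp6Δ* replicates 1 to 4 had shares of 0.564%, 0.193%, 0.418% and 0.255%, and their 95% Wilson confidence intervals covered 0.159% to 0.630%. The WT intervals reached 0.0300% at most. These intervals cover counting error only, since reads without molecular identifiers are not independent molecules. They also treat ET and mature counts as separate reads, although a read can be counted on both. The exact permutation p was the smallest that the design allows.

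**Figure D2:**
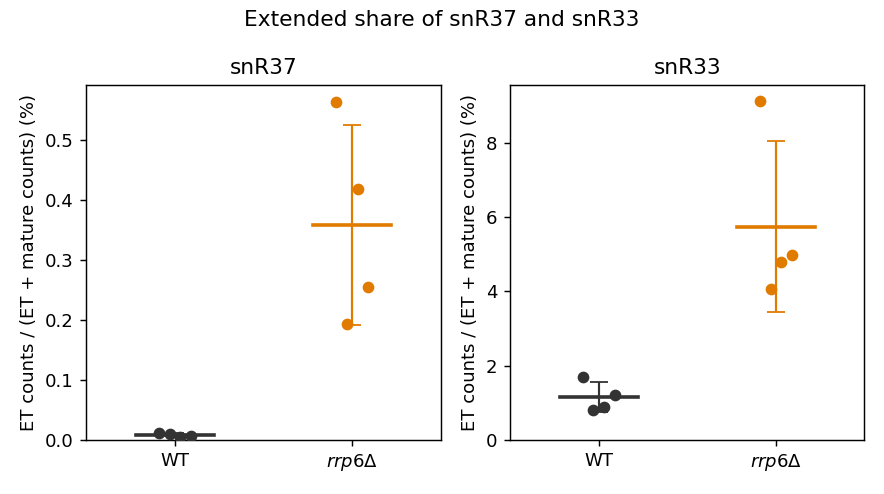
ET counts as a percentage of ET and mature counts (y axis) for snR37 and snR33 in WT and *rrp6Δ*. Each dot is 1 of the 4 libraries of a strain, the line is the mean and the bar the SD, and for both sn/snoRNAs the *rrp6Δ* libraries lie above the WT libraries.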

RNA sequencing read count values in our study span 5 orders of magnitude while the tiling array data only covers 3–4 orders of magnitude, likely causing a loss of accurate detection of highly abundant fully processed sn/snoRNAs (compare Fig. 2C and Fig. 2D). 

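The mean normalized count of a transcript over the 8 libraries ranged from 0.391 to 39371, which is 5.00 orders of magnitude. The highest count of a transcript in a single library was 562639.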

The highly abundant processed snR37 or snR33 peaks are clearly distinguished from extended products using RNA-Seq (Fig. 2). Our data suggests that the relative effects of the loss of *RRP6* on the steady state levels of these extended transcripts is much less dramatic than previously described and that accurate quantitation of steady state levels of the processed snRNA upon loss of *RRP6* was not previously obtained due to limited dynamic range.

**Fig 2:**
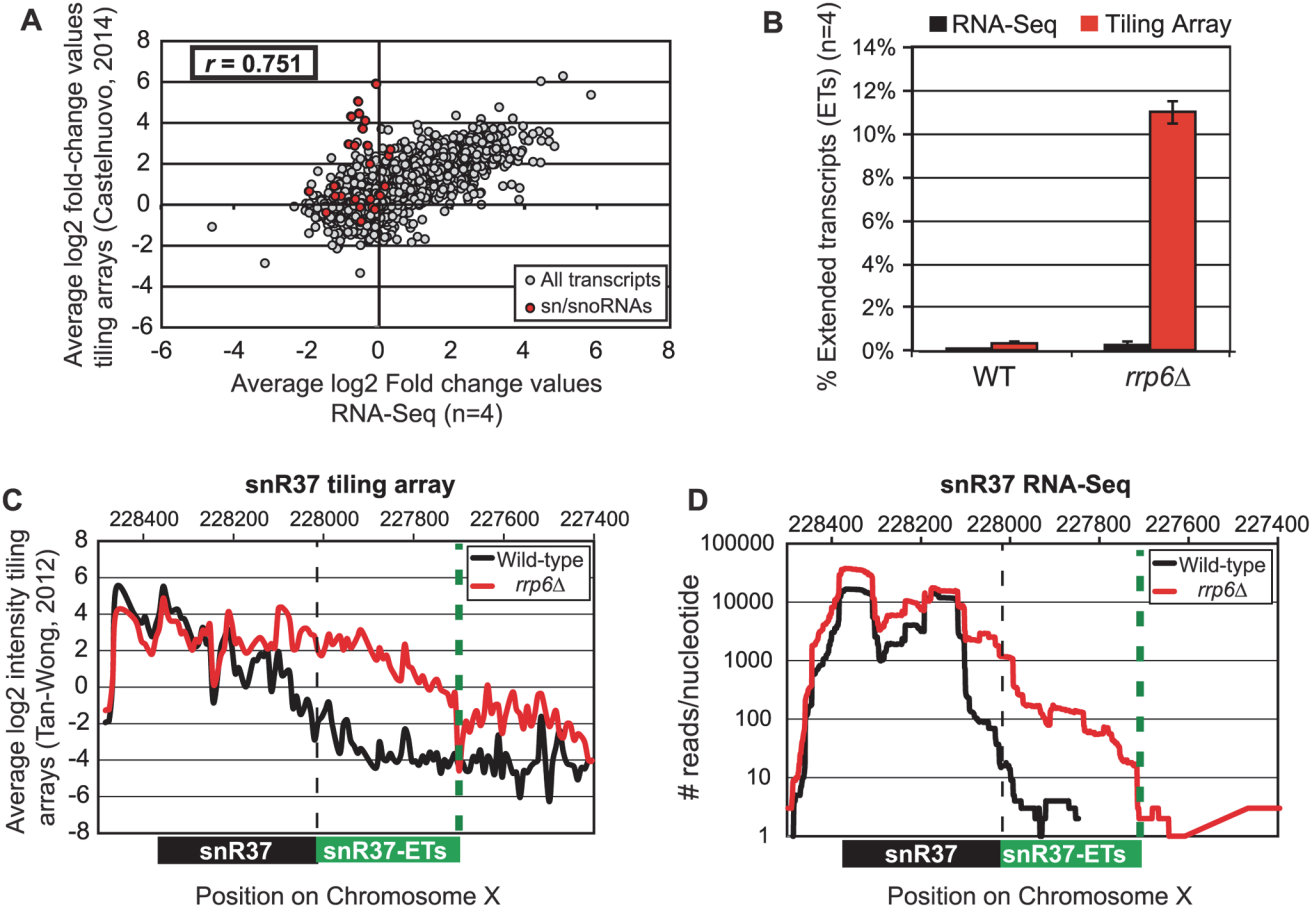
Comparison of highly abundant sn/snoRNA transcripts from *rrp6Δ* and WT strains obtained through tiling array or RNA sequencing. (A) Comparison of a recent *rrp6Δ* tiling array dataset [51] and RNA-sequencing data collected in this study by plotting the average log_2_ ratio values (*rrp6Δ* / WT) for all transcripts. All annotated transcripts included in both data sets are represented by gray circles. All sn/snoRNAs are highlighted in red circles. The Pearson correlation coefficient (*r*) between these datasets = 0.751, indicating a modest positive correlation between the two data sets. (B) Area under the curve calculation for snR37 extended transcripts (labeled as “ET”) from wild-type and *rrp6Δ* strains. The area calculated for snR37-ET annotation was divided by the area calculated for the entire snR37 to snR37-ET annotation to calculate the percentage of the entire transcript area located in the snR37-ET region (see diagram under (C) and (D) for locations of annotations). Values are shown as averages ± standard deviations for sequencing data are in black, tiling array data is in red. (C) Previously published tiling array intensity values [59] at snR37 using probe mid-position (8 nucleotides apart), for comparison with (D) mapped reads from RNA-Seq data at snR37 (single nucleotide resolution). Tiling array data represented in log_2_ scale. RNA-Seq data represented in log_10_ scale. In both graphs, wild-type RNA levels are shown in black, and *rrp6Δ* RNA levels are in red. Locations of annotated snRNA transcript (shown in black) and the extended transcript region annotated in this study (shown in green) are drawn to scale on each plot.

### Analysis of snRNA termination in *RRP6* deletion mutants

Loss of *RRP6* results in improper 3’ end processing of multiple sn/snoRNAs. Such 3’ end processing defects could cause instability of snRNAs that leads to changes in their overall expression levels in cells [57,58]. 

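Of the 80 mature sn/snoRNAs in the deposited table, 20 were down-regulated in *rrp6Δ* (25.0%), and 10 had all *rrp6Δ* libraries below all WT libraries. The 2 up-regulated ones, named after their values were seen, were SNR42-A (log2 fold change 1.82) and SNR87-A (2.23). The largest fall was that of snR81 (chromosome XV from 234362 to 234540), from a normalized count of 1084 ± 138 (SD, n = 4) in WT to 144 ± 56.7 (SD, n = 4) in *rrp6Δ*. This fall had a log2 fold change of -2.92 (standard error 0.33, FDR = 1.20e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The snR44 transcript (chromosome XII from 856708 to 856807) fell from 5702 ± 2382 (SD, n = 4) to 1166 ± 389 (SD, n = 4), a log2 fold change of -2.29 (standard error 0.38, FDR = 0.00113, same test and adjustment). The count of 20 was lowest, at 10, with TMM factors from ORF-Ts only, and it was 11 without *rrp6Δ* replicate 1, 12 without *rrp6Δ* replicate 4 and 13 without WT replicate 2 or 3.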

Based on our differential expression analysis, 24 of the 78 sn/snoRNAs show decreased expression of at least 1.5-fold (log_2_ ≥ -0.6) in *rrp6Δ* versus wild-type cells with false discovery rates of ≤ 0.1 (S2 Table). To better understand the role of Rrp6 in global snRNA 3’ end processing, the length and intensity of snRNA extended transcripts was analyzed in *rrp6Δ* cells through manual annotation of the extended transcripts (annotated as “ETs”) observed in our RNA-Seq dataset (S1 Table). The length of snRNA transcript extension was compared to the annotated length of Nrd1-unterminated transcripts (NUTs) and cryptic unstable transcripts (CUTs) [11,48]. Additionally, we performed ChIP-exo according to established protocols to generate high-resolution maps of RNAPII localization throughout the yeast genomes in wild-type and *RRP6* deletion cells with Rpb3-FLAG strains made for this study (S1B Fig.) [55]. It was recently reported that NUT annotations were significantly longer than CUT annotations, suggesting that Rrp6 is required for 3’ end processing of NNS terminated transcripts but is not directly involved in NNS termination [48]. Comparison of our datasets from RNA sequencing and ChIP-exo to NUT annotations as well as direct comparison of specific transcripts in *rrp6Δ* cells to NNS pathway mutants via northern blot analysis allowed us to discover a requirement for Rrp6 in Nrd1-dependent RNAPII termination.

It has previously been reported that some snRNAs are significantly longer in Nrd1-depleted cells than in *rrp6Δ*, and our dataset confirms these findings. Previously published data by Kim *et al*. has shown a large extension for snR13 in *SEN1* and *NRD1* mutant strains, with the snR13 transcript extended across the coding region of *TRS31* [20]. This extension at snR13 has also been reported in *SSU72* mutant strains [52,56,57]. NUT0167 was annotated as an Nrd1-dependent unterminated transcript at snR13 following Nrd1 nuclear depletion. Kim *et al*. identified both normal length and an extended snR13 transcript in *rrp6∆* cells, which corresponds to the pre-snRNA transcript that is not correctly processed in the absence of Rrp6 by northern blotting. For direct comparison of our dataset to previous work, we compared our RNA-Seq and ChIP-exo results to northern blot analysis using a strand specific probe against the processed version of snR13 (Fig. 3). The extended transcript detected in Nrd1 nuclear depletion experiments was annotated as NUT0167 and is 1378 nucleotides longer than the pre-snR13 transcript observed in our *rrp6∆* RNA-Seq samples (Fig. 3A). 

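In the deposited annotation (sacCer3), snR13 lies on the plus strand of chromosome IV from 1402941 to 1403070, and its ET follows from 1403071 to 1403204, a length of 133 nucleotides. NUT0167 runs from 1402897 to 1404582, a length of 1685 nucleotides, and ends 1378 nucleotides past the ET. *TRS31* (YDR472W) lies downstream on the same strand from 1403252 to 1404297. The ET ends 48 nucleotides before *TRS31*, and NUT0167 ends 285 nucleotides after it, so NUT0167 shares reads with *TRS31*.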

In agreement, we observed a transcript approximately 1500 nucleotides long by northern blotting in the *NRD1-*temperature sensitive *(ts)* mutant (*nrd1Δ151–214* that lacks the Nab3 interaction domain [34,58,59]) following 30 or 60 minute heat shock. Long extended transcripts were also observed in *ssu72 TOV*, a “terminator override” mutant previously shown to be deficient in Nrd1-dependent termination (kindly provided from the Reines lab) [60]. However, no such read-through transcript is observed in the *rrp6∆* cells by RNA-Seq or by northern blotting, only the unprocessed pre-snR13 (Fig. 3A, D). 

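The snR13 ET had a normalized count of 10.3 ± 6.34 (SD, n = 4) in WT and 80.5 ± 27.0 (SD, n = 4) in *rrp6Δ*, a log2 fold change of 2.97 (standard error 0.41, FDR = 4.36e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). NUT0167 had 331 ± 98.4 (SD, n = 4) and 386 ± 107 (SD, n = 4), a log2 fold change of 0.22 (standard error 0.27, FDR = 0.547, same test and adjustment) that lay within the spread of the replicates. Mature snR13 supplied 89.6% of the NUT0167 counts, and without them the log2 fold change was 0.18. With library totals alone in place of TMM factors, the log2 fold change of NUT0167 was 0.60 and it was called up-regulated.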

Supporting the RNA transcript data, we see no shift in RNAPII localization in this region as detected by Rpb3-FLAG ChIP-exo sequencing (Fig. 3B). Previous studies to identify Nrd1 RNA binding sites using PAR-CLIP sequencing revealed a strong Nrd1 signal just downstream of the annotation for the mature snR13 transcript supporting the role of the NNS pathway in termination in this region ([39], Fig. 3B). No significant changes were observed in the expression levels of snR13 or *TRS31*, which also suggests that snR13 is correctly terminated in *rrp6∆* (Fig. 2C). 

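Mature snR13 had a normalized count of 298 ± 101 (SD, n = 4) in WT and 348 ± 110 (SD, n = 4) in *rrp6Δ*, a log2 fold change of 0.23 (standard error 0.30, FDR = 0.572, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and the strains overlapped (exact permutation test, two-sided, p = 0.629). With library totals alone snR13 was called up-regulated, at 0.61. *TRS31* had 31.7 ± 6.20 (SD, n = 4) and 26.8 ± 8.09 (SD, n = 4), a log2 fold change of -0.24 (standard error 0.25, FDR = 0.472, same test and adjustment; exact permutation p = 0.486). Its sign depended on the scaling and was positive, at 0.07, with TMM factors from ORF-Ts only.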

Taken together, these data clearly show that Rrp6 is not required for termination through the NNS pathway at snR13 in agreement with previous findings.

**Fig 3:**
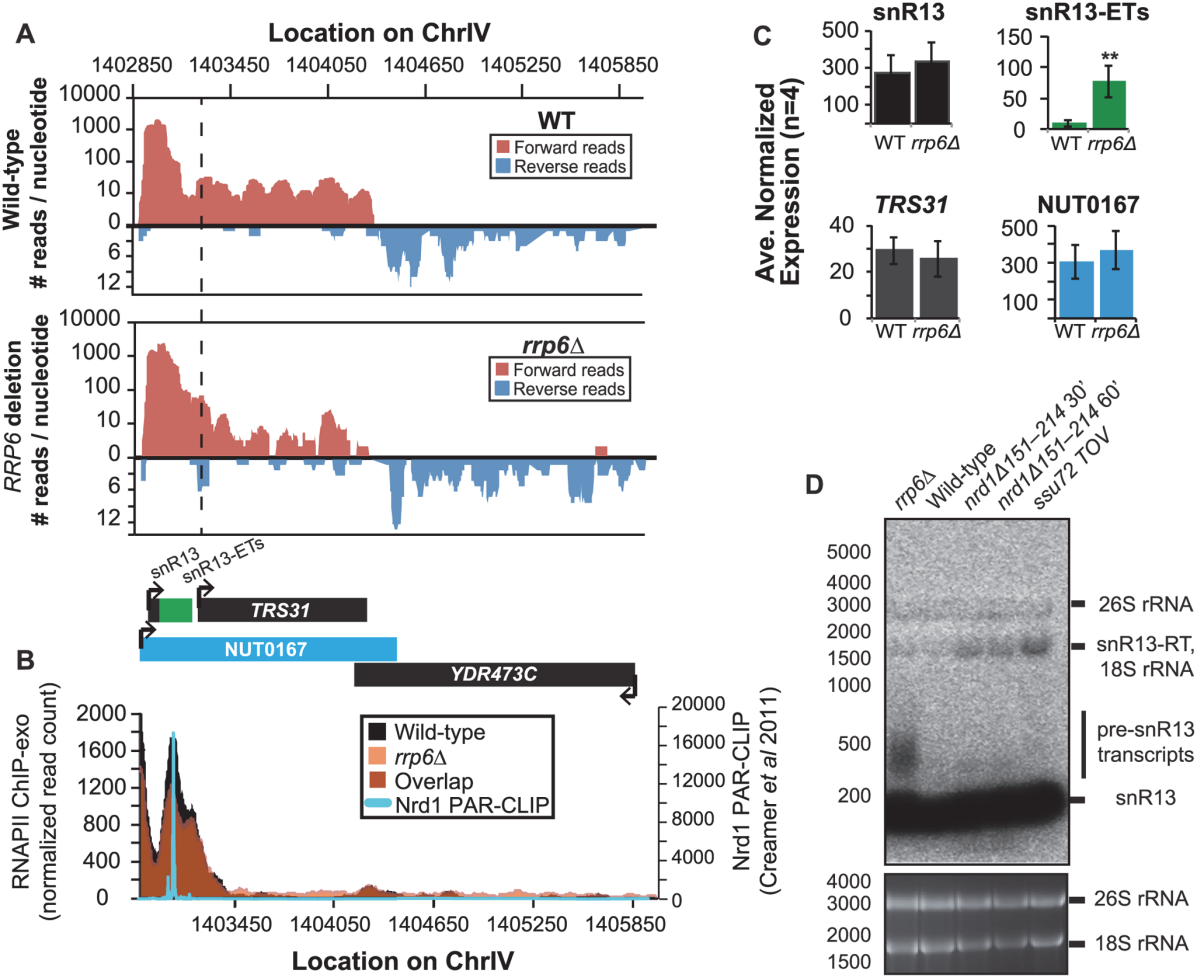
Termination of the C/D box small nucleolar RNA snR13 transcript does not require Rrp6. (A) Graphical representation of strand-specific RNA-seq reads mapped to snR13-*YDR473C* region. Reads mapped to the positive strand are on top in red, while reads mapped to the negative strand are on the bottom in blue. The location and direction of transcription for all analyzed annotations are diagrammed below the graphs to scale. Processed length of snRNAs and mRNAs are in black, snRNA-extended transcripts, including pre-snRNAs and termination read-through products, are in green (labeled “ETs”), NUTs are in aqua, and arrows indicate direction of transcription. The dotted black line marks the transcription start site (TSS) of *TRS31*. (B) Rpb3-FLAG localization as determined by ChIP-exo sequencing reads mapped to the same region and aligned to (A). Wild-type normalized read counts are in black, and *rrp6Δ* are in orange. Nrd1 binding sites as determined by PAR-CLIP from Creamer *et al* [39] are shown for comparison in aqua. (C) Average normalized read counts ± standard deviations for significantly altered transcripts in *rrp6Δ* versus wild-type (n = 4). Two stars represent a p-value of <0.01 as determined by an unpaired, two-tailed student’s t-test. The colors of the bars in each graph correspond to the color representing the related annotation. (D) Strand-specific northern blot analysis using a 5’ end labeled DNA oligonucleotide probe specific to the processed region of snR13 directly comparing *rrp6Δ* to mutants known to be defective in Nrd1-dependent termination. The temperature sensitive *nrd1Δ151–214* strain was grown at 30°C overnight, diluted to an OD_600_ of 0.5, and grown at 37°C for 30 minutes or 60 minutes as indicated. The *ssu72 TOV* strain has been previously shown by Loya et al. [60] to bypass Nrd1-dependent termination at the *IMD2* locus. The 26S and 18S ribosomal RNAs are shown as a loading control (bottom).

However, in contrast to previous conclusions that Rrp6 is dispensable for snRNA termination, our data indicates that a subset of snRNA transcripts require Rrp6 for proper RNAPII termination *in vivo* [20,48]. As shown in Fig. 4A, the apparent length of snR3 in *rrp6Δ* cells as revealed by RNA-Seq is 1396 nucleotides whereas the annotation for NUT0426 is 3363 nucleotides long (Fig. 4A, S1 Table). However, the Rrp6-dependent snR3 extension is 246 nucleotides longer than the three tandem CUTs (CUT221, 222, and 223) previously annotated from tiling array data [52]. 

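In the deposited annotation snR3 lies on the plus strand of chromosome X from 663685 to 663959 and its ET from 663960 to 665054. From the start of snR3 to the end of the ET this is 1369 nucleotides, of which the ET is 1094. NUT0426 extends from 663738 to 667101, a length of 3363 nucleotides, and ends 2047 nucleotides past the ET. The snR3 ET rose from a normalized count of 22.5 ± 11.0 (SD, n = 4) in WT to 686 ± 221 (SD, n = 4) in *rrp6Δ*, a log2 fold change of 4.93 (standard error 0.40, FDR = 2.60e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Mature snR3 had 2972 ± 849 (SD, n = 4) and 2379 ± 778 (SD, n = 4), a log2 fold change of -0.32 (standard error 0.33, FDR = 0.462, same test and adjustment). NUT0426 had a log2 fold change of 0.03 (standard error 0.31, FDR = 0.948, same test and adjustment), with 85.7% of its counts from snR3 and one of 5.13 without those counts. In each library the counts left were fewer than those of the snR3 ET, with 9647 against 9742 in *rrp6Δ* replicate 1. The value of 5.13 can therefore come from the ET alone and does not show a rise past its end.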

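CUT221 lies from 664048 to 664456, CUT222 from 664456 to 664704 and CUT223 from 664704 to 664896 of chromosome X, all on the strand of snR3 and inside the annotated ET. The ET ends 158 nucleotides past the end of CUT223. Together the 3 CUTs measure 848 nucleotides, and the ET is 246 nucleotides longer than that.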

All three CUTs were significantly up-regulated in *rrp6Δ* as expected (Fig. 4B and S2 Fig.). 

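CUT221 rose from a normalized count of 12.9 ± 5.71 (SD, n = 4) in WT to 416 ± 120 (SD, n = 4) in *rrp6Δ*, a log2 fold change of 5.02 (standard error 0.37, FDR = 2.36e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). CUT222 rose from 6.05 ± 4.49 (SD, n = 4) to 317 ± 135 (SD, n = 4), a log2 fold change of 5.73 (standard error 0.52). CUT223 was the least abundant, at 0.516 ± 0.378 (SD, n = 4) and 21.2 ± 12.0 (SD, n = 4), with a log2 fold change of 5.35 (standard error 0.55). For each of the CUTs all *rrp6Δ* libraries lay above all WT libraries. Their reads are also counted on the snR3 ET.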

Interestingly, a comparison of the 4tU-Seq data used to annotated the NUTs with our RNA-Seq data clearly shows a difference in the length of the Nrd1-unterminated transcript NUT0426 resulting from snR3 read-through than that observed upon deletion of *RRP6* (S2 Fig.). However, it is interesting to note that the overall read count for the snR3 read-through product in the 4tU-Seq dataset decreases dramatically just 3’ to the read-through observed in *rrp6Δ*, suggesting that the majority of transcripts are terminated at the location indicated in the *rrp6∆* RNA-Seq (Fig. 4, S2 Fig.). ChIP-exo analysis of RNAPII localization in this region revealed an increase in RNAPII density just downstream of snR3 in the *rrp6Δ* cells when compared to WT (Fig. 4B, arrow 1). This increase in downstream RNAPII corresponds to the increased level of RNA detected downstream of snR3 in Fig. 4A past the pre-snRNA transcript and previously mapped Nrd1 and Nab3 binding sites located ~400bp from the start of the snR3 transcript [39,47]. Although the RNAPII density decreases just before the 3’ end of the snR3-ETs annotation, it remains slightly elevated in *rrp6Δ* compared to wild-type throughout the NUT0426 annotation region, indicated by arrow #2 (Fig. 4B). Differential expression analysis also revealed highly significant down-regulation of the snR3 convergent, “tail-to-tail,” gene *YJR129C* likely as a result of extended snR3 transcripts in *rrp6Δ* cells (Fig. 4C). These data suggest that extension of snR3 causes transcription interference at *YJR129C* as was also reported in Nrd1 nuclear depletion experiments [46]. 

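*YJR129C* lies on the minus strand from 663680 to 665065 of chromosome X, and had 35, 21, 19 and 24 counts in WT replicates 1 to 4 and 14, 8, 13 and 18 counts in *rrp6Δ* replicates 1 to 4. It had a log2 fold change of -1.43 (standard error 0.34, FDR = 0.00784, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and all *rrp6Δ* libraries lay below all WT libraries in normalized count. The annotated snR3 ET ends 11 nucleotides before the *YJR129C* start, and Fig. 4 draws a further stretch of low abundance that the authors left out of the annotation. *STR2* (YJR130C), the next gene on the minus strand from 665112 to 667213, had a log2 fold change of -0.22 (standard error 0.18, FDR = 0.35, same test and adjustment), which became 0.09 with TMM factors from ORF-Ts only.

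**Figure D3:**
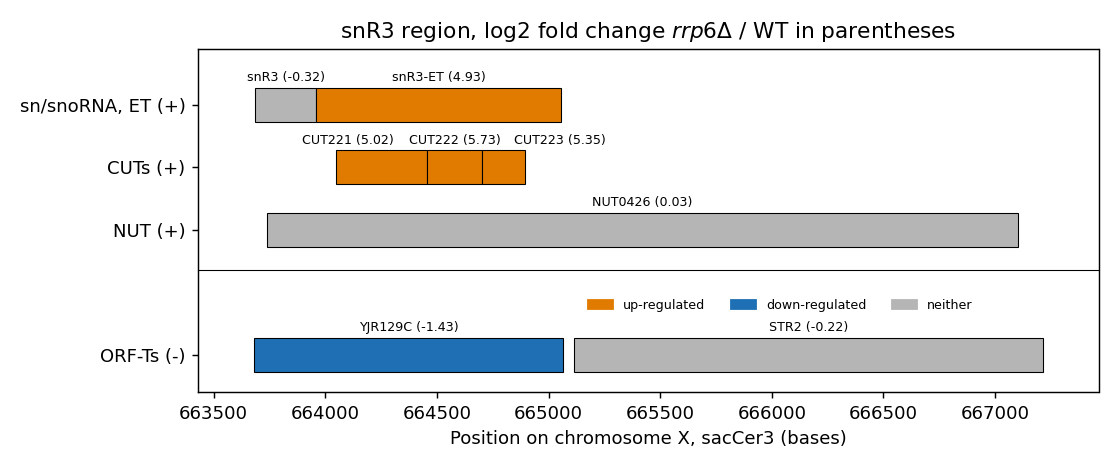
Map of the snR3 region on chromosome X (x axis, position in sacCer3) with the transcripts of the plus and minus strand as bars, coloured by call in *rrp6Δ* (up-regulated, down-regulated or neither). The log2 fold change stands in parentheses after each name, from -1.43 for *YJR129C* to 5.73 for CUT222.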

To definitively determine the length of the snR3 transcripts and compare *rrp6∆* cells directly to an *NRD1* mutant, we also performed northern blot analysis with a probe that recognizes the short, processed snR3. A transcript that is approximately 4000 nucleotides long was detected in *rrp6Δ*, *nrd1-ts* mutants, and the *ssu72 TOV* (Fig. 4D). This transcript is approximately the length expected for NUT0426. We also detected two shorter transcripts approximately 500 and 1000 nucleotides long in the *nrd1-ts* and *rrp6Δ* cells. Together, these data clearly show that Rrp6 is required for proper RNAPII termination at snR3.

**Fig 4:**
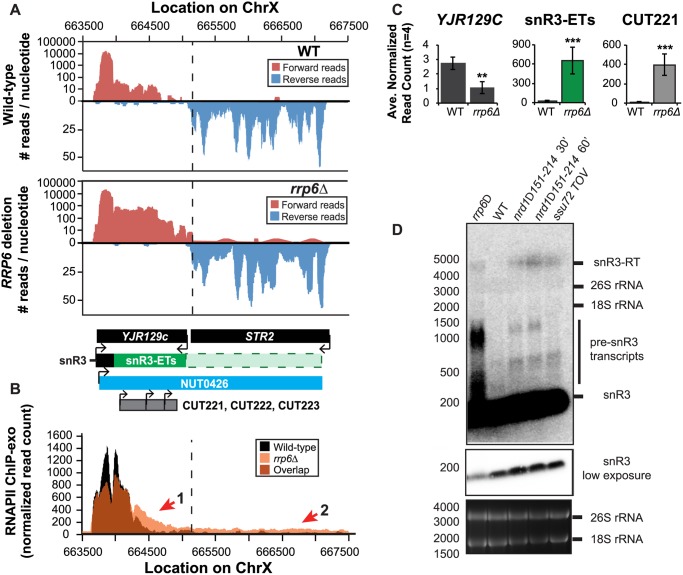
The H/ACA box small nucleolar RNA snR3 requires Rrp6 for efficient termination. (A) Graphical representation of strand-specific RNA-Seq reads mapped to snR3-*STR2* region. Reads mapped to the positive strand are on top in red, while reads mapped to the negative strand are on the bottom in blue. The location and direction of transcription for all analyzed annotations are diagrammed below the graphs to scale. Processed length of snRNAs and mRNAs are in black, snRNA-extended transcripts, including pre-snRNAs and termination read-through products, are in green (labeled “ETs”), an additional region of extended transcript that was not annotated due to its low abundance is shown as a dashed green box, NUTs are in aqua, CUTs are in gray, and arrows indicate direction of transcription. The dotted black line marks the transcription start site (TSS) of *YJR129C*. (B) Rpb3-FLAG localization as determined by ChIP-exo sequencing reads mapped to the same region and aligned to (A). Wild-type normalized read counts are in black, and *rrp6Δ* normalized read counts are in orange. (C) Average normalized read counts ± standard deviations for significantly altered transcripts in *rrp6Δ* versus wild-type (n = 4). Two stars indicate a p-value of <0.01, and three stars indicate a p-value of <0.001 as determined by an unpaired, two-tailed student’s t-test. The colors of the bars in each graph correspond to the color representing the related annotation. (D) Strand-specific northern blot analysis using a 5’ end labeled DNA oligonucleotide probe specific to the processed region of snR3 directly comparing *rrp6Δ* to mutants known to be defective in Nrd1-dependent termination. Transcripts of interest are indicated to the right of the figure. The 26S and 18S ribosomal RNAs are shown as a loading control (bottom).

### *RRP6* deletion results in extension of snRNA transcripts leading to down-regulation of neighboring genes

Several genes downstream of snRNAs transcribed from the opposite DNA strand were found to be significantly down-regulated when transcript extension was high in *rrp6Δ* cells. 

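An ORF-T on the opposite strand that overlaps or directly follows the 3′ end of an sn/snoRNA was taken as convergent with it. Such an ORF-T was found for 39 sn/snoRNAs, 34 different ORF-Ts in all. Of the 34, 13 were down-regulated (38.2%), against 14.1% of the other ORF-Ts (two-sided Fisher's exact test, p = 4.64e-04). None was up-regulated, and 1 was higher at an unadjusted p under 0.05. The median log2 fold change of the convergent ORF-Ts differed from that of the other ORF-Ts by -0.23. Without the 4 ribosomal protein transcripts among them, 9 of 30 were down-regulated, against 12.5% of the others (Fisher's exact test, p = 0.0091). With library totals alone or TMM factors from ORF-Ts only, 17.6% of the convergent ORF-Ts were down-regulated, the lowest share under any alternative, against 1.38% and 2.50% of the other ORF-Ts in the same fits (Fisher's exact test, p = 8.41e-06 and 2.02e-04). The difference of the medians was -0.22 and -0.23 there. Where the ET was up-regulated, 11 of 26 ORF-Ts were down-regulated, and where it was not, 3 of 8, counting an ORF-T beside several sn/snoRNAs in both groups. The difference between these groups was not tested. Across the 32 pairs of an ET and a convergent ORF-T, the 1 relation of this kind that was computed, Spearman's rho between their log2 fold changes was -0.28 (permutation p = 0.123) and Pearson's r was -0.31 (permutation p = 0.0802). Without the 2 pairs whose ET changes were farthest from the median, rho was -0.23 (permutation p = 0.216) and r was -0.23. These are relations across transcripts, which are not independent replicates.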

We focused on snRNAs with “tail-to-tail” or convergent genes because the strand specific sequencing data allows us to distinguish between reads mapped to the two different transcripts. As mentioned in the example of snR3, the expression of neighboring downstream gene *YJR129C* is down almost three-fold (Fig. 4C). 

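The normalized count of *YJR129C* was 2.96 ± 0.337 (SD, n = 4) in WT and 1.1 ± 0.422 (SD, n = 4) in *rrp6Δ*, 2.7-fold lower. Relative to the median of all ORF-Ts its log2 fold change was -1.11.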

The detectable snR3 transcript maps beyond the transcription start site (TSS) for *YJR129C* suggesting that transcription interference is the likely mode of *YJR129C* repression as diagrammed in S3A Fig. Additional examples of snRNA termination defects causing transcription interference at downstream genes are shown in Fig. 5 and S3 Fig. As shown in S3 Fig., snR11 has a downstream gene transcribed on the opposite strand, *CMC4* (S3C Fig.). snR11 has a long region of RNA-seq reads in *rrp6Δ* cells that extends beyond the *CMC4* TSS, and *CMC4* expression is decreased by more than half (S3C Fig. and S1 Table). However, northern blot analysis with a single stranded oligonucleotide probe detecting the short, processed snR11 does not show read-through transcripts >1000 bp in any of the samples, including the mutants known to have defective Nrd1 termination (S3B Fig.). 

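The snR11 gene lies on the plus strand of chromosome XIII from 652289 to 652601, and its ET from 652602 to 654035, which is 1433 nucleotides. The ET extends 1122 nucleotides past the start of *CMC4* (YMR194C-B, minus strand from 652325 to 652913) and ends 101 nucleotides past NUT0607. It rose from a normalized count of 34.9 ± 16.4 (SD, n = 4) in WT to 601 ± 80.0 (SD, n = 4) in *rrp6Δ*, a log2 fold change of 4.11 (standard error 0.34, FDR = 2.60e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *CMC4* had 43, 46, 24 and 54 counts in WT and 31, 17, 15 and 33 counts in *rrp6Δ*, or 5.17 ± 1.98 (SD, n = 4) and 1.99 ± 0.849 (SD, n = 4) normalized counts, 2.60-fold lower. For *CMC4* the log2 fold change was -1.38 (standard error 0.39, FDR = 0.0178, same test and adjustment). For mature snR11 the log2 fold change was -0.10 (standard error 0.44, FDR = 0.868, same test and adjustment), with a sign that was positive (0.20) under TMM factors from ORF-Ts only. The paper proposes transcription interference as the mode of repression. It draws on extended transcripts past the start of a convergent gene, lower levels of that gene, and RNAPII found farther 3′ by ChIP-exo. The paper's northern blot showed no long read-through transcript of snR11.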

Since there is no detectable read-through snR11 transcript in the *nrd1-ts* mutant, the transcript encoded in the region annotated “snR11-ETs” and “NUT0607” is likely initiated at start site downstream of the snR11 sequence recognized by our probe. The lack of highly extended transcripts, readily distinguishable by northern blot, shows the limitation of using short sequencing reads for transcript annotation (S3 Fig.). Interestingly, Rpb3-FLAG ChIP-exo data shows that the peak of polymerase localization at snR11 is extended farther 3’ in *rrp6Δ* cells than in wild type cells indicated by arrow #1, and this extension does indeed overlap the TSS of *CMC4* (S3D Fig.). Polymerase occupancy quickly decreases just beyond the *CMC4* TSS but remains higher than in wild type cells. The increase in polymerase localization in *rrp6Δ* downstream of the native termination site for snR11 suggests that loss of *rrp6Δ* decreases the efficiency of snR11 termination leading to a small degree of read-through that is sufficient to cause transcription interference at *CMC4*.

**Fig 5:**
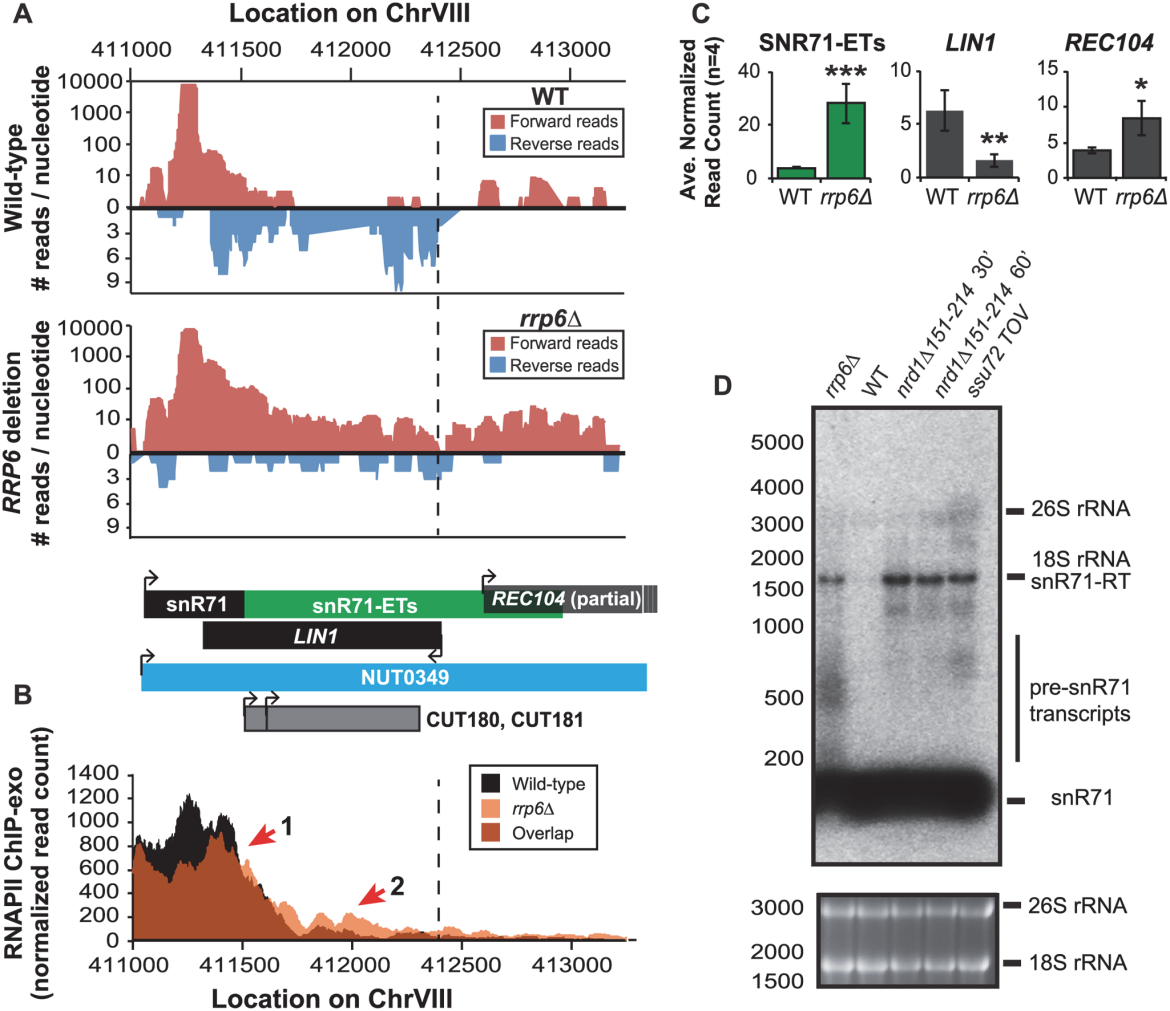
Rrp6 is required for NNS-dependent termination and RNA processing of the snR71 transcript. (A) Graphical representation of strand-specific RNA-seq reads mapped to snR71-extended region. Reads mapped to the positive strand are on top in red, while reads mapped to the negative strand are on the bottom in blue. The location and direction of transcription for all analyzed annotations are diagrammed below the graphs to scale. Processed length of snRNAs and mRNAs are in black, snRNA-extended transcripts, including pre-snRNAs and termination read-through products, are in green (labeled “ETs”), NUTs are in aqua, CUTs are in gray, and bent arrows indicate direction of transcription. The dotted black line marks the transcription start site (TSS) of *LIN1*. (B) Rpb3-FLAG localization as determined by ChIP-exo sequencing reads mapped to the same region and aligned to (A). Wild-type normalized read counts are in black, and *rrp6Δ* are in orange. Red arrows indicate areas of discussion in the text. (C) Average normalized read counts ± standard deviations for significantly altered transcripts in *rrp6Δ* versus wild-type (n = 4). One star indicates a p-value of <0.05, two stars indicate a p-value of <0.01, and three stars indicate a p-value of <0.001 as determined by an unpaired, two-tailed student’s t-test. The colors of the bars in each graph correspond to the color representing the related annotation. (D) Strand-specific northern blot analysis using a 5’ end labeled probe specific to the processed region of snR71 directly comparing *rrp6Δ* to NNS termination mutants. The 26S and 18S ribosomal RNAs are shown as a loading control (bottom).

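The snR71 gene lies on the plus strand of chromosome VIII from 411090 to 411546 in the deposited annotation, followed by its ET from 411547 to 412989. The ET is 1442 nucleotides long, and 1899 nucleotides separate the start of snR71 from the end of the ET. It covers CUT180 and CUT181 and extends 551 nucleotides past the start of *LIN1* (YHR156C, minus strand from 411357 to 412438). The ET rose from a normalized count of 4.25 ± 0.175 (SD, n = 4) in WT to 29.5 ± 7.74 (SD, n = 4) in *rrp6Δ*, a log2 fold change of 2.79 (standard error 0.26, FDR = 3.30e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). CUT180 rose by 4.25 (standard error 0.40) and CUT181 by 3.12 (standard error 0.37) on the log2 scale. *LIN1* had 53, 62, 41 and 62 counts in WT and 20, 20, 14 and 23 counts in *rrp6Δ*, or 6.8 ± 1.92 (SD, n = 4) and 1.64 ± 0.584 (SD, n = 4) normalized counts. Its log2 fold change was -2.06 (standard error 0.35, FDR = 0.00129, same test and adjustment), and its strains did not overlap.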

A substantial read-through transcript (1442 nucleotides) was detected at snR71, a C/D box small nucleolar RNA gene, in *rrp6Δ* cells that extends well beyond the TSS of downstream gene *LIN1*, which is significantly down-regulated (Fig. 5A, C) [61,62]. 

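NUT0349 runs from 411083 to 413364 on chromosome VIII, a length of 2281 nucleotides, and ends 375 nucleotides past the snR71 ET. It covers 741 nucleotides of *REC104* (YHR157W, from 412623 to 413643) on the same strand, so reads in that part count for both. *REC104* rose from a normalized count of 4.12 ± 0.618 (SD, n = 4) in WT to 8.81 ± 3.11 (SD, n = 4) in *rrp6Δ*, a log2 fold change of 1.09 (standard error 0.30, FDR = 0.0167, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). NUT0349 itself had a log2 fold change of -0.80 (standard error 0.34, FDR = 0.0976, same test and adjustment), but 99.0% of its counts came from mature snR71, and without those it was up-regulated, at 1.85. In each *rrp6Δ* library the counts left were fewer than those of the snR71 ET, with 208 against 306 in replicate 1. The rise to 1.85 can therefore be that of the ET.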

There is a 2281 nucleotide long NUT annotated at this locus (NUT0349) that overlaps with a second downstream gene, *REC104*, which is on the same strand as snR71 (Fig. 5A). With strand specific sequencing, it cannot be absolutely determined if reads mapped to the *REC104* locus are from *REC104* transcripts, from a much longer snR71 read-through transcript, or from a combination of both. To answer this question and compare the effects of *RRP6* deletion to mutants with defective Nrd1-termination directly, we performed northern blot analysis with a short probe specific to the processed snR71 transcript (Fig. 5D). We see a striking band at approximately 1700 nucleotides in *rrp6Δ*, *nrd1-ts*, *and Ssu72 TOV* cells. This suggests that a percentage of RNAPIIs transcribing snR71 in all of these mutant strands can escape the Nrd1-termination pathway and are hence terminated much farther downstream (Fig. 5). This is supported by the Rpb3-FLAG ChIP-exo data that shows an increase in polymerase localization downstream of snR71 in *rrp6Δ* cells compared to wild type cells along the full length of the NUT0349 annotation (Fig. 5B). Interestingly, the expression level of the annotated mature snR71 region is also significantly decreased (Fig. 5C), suggesting there may be some instability or other defects caused by improper 3’ processing and/or termination caused by loss of Rrp6.

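Mature snR71 had a normalized count of 1907 ± 829 (SD, n = 4) in WT and 1077 ± 312 (SD, n = 4) in *rrp6Δ*. Its log2 fold change was -0.82 (standard error 0.34, FDR = 0.0904, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and the strains overlapped (two-sided exact permutation test, p = 0.171). With TMM factors from ORF-Ts only the log2 fold change was -0.51, and snR71 was no longer called. The call was also lost when WT replicate 2 or 3 or any of the *rrp6Δ* replicates was left out, with log2 fold changes between -0.96 and -0.61 over the fits without 1 library. In each of the 4 pairs of replicates with the same number snR71 was lower in *rrp6Δ*, and it was also called with the replicate number as a block.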

Overall these data show that multiple transcripts downstream of snRNAs have significant changes in expression following deletion of *RRP6*. ChIP-exo analysis of RNAPII (Rpb3-FLAG) clearly show that RNAPII terminates downstream of its normal stopping point in WT cells at specific snRNAs leading to mislocalization and causing transcription interference at downstream genes (Figs. 4 5, and S3 Fig.). In this model, ineffective termination of the snRNAs results in transcription interference at the downstream gene as previously described following inactivation of Nrd1 (S3A Fig. [46]). These findings, taken together with the similar lengths of Rrp6-dependent snRNA transcripts and Nrd1-dependent transcript annotations (NUTs), support the hypothesis that Rrp6 serves as important regulator of NNS-dependent termination at specific sn/snoRNAs.

### *RRP6* is required for proper RNAPII termination of NNS-dependent regulatory non-coding RNAs

In addition to extension of snRNA transcripts, changes in expression and/or apparent length of other previously described noncoding RNAs, such as CUTs, SUTs, and NUTs, were also detected with corresponding down-regulation of neighboring genes in cells lacking Rrp6 suggesting transcription interference. 

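Among the 662 ORF-Ts whose antisense transcript was up-regulated, 20.5% were down-regulated, against 12.3% of the 318 whose antisense transcript was not (two-sided Fisher's exact test, p = 0.00133) and 13.5% of the 4773 without an annotated antisense transcript. The median log2 fold changes of the 3 groups were -0.44, -0.25 and -0.31. Up-regulated were 0.302% of the first group and 13.2% of the second. The difference did not rest on ribosomal protein transcripts, without which the shares were 19.2% and 11.4%. With library totals alone 2.16% of the first group were down-regulated, and neither there nor with TMM factors from ORF-Ts only did the difference in shares reach p under 0.05. These scalings raise all ORF-Ts, and the difference of the medians between the first 2 groups was -0.25 and -0.24 there, against -0.19 with TMM factors over all transcripts. The comparison is across ORF-Ts, which are not replicates. The study chose the annotated antisense transcripts on their change in these strains, and the 318 do not set apart those whose antisense transcript fell. The 318 are therefore not a neutral group, and the first group was not tested against the 4773.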

A number of these transcripts have been well-characterized as extended following depletion or genetic inactivation of NNS components but not the exonuclease *RRP6*. An early and well-characterized example of a gene that is regulated by Nrd1-dependent termination is the *NRD1* gene itself [30,63,64]. There are a cluster of multiple Nrd1 and Nab3 binding sites in the 5’ UTR of the Nrd1 mRNA leading to early termination of the transcript and autoregulation of Nrd1 expression levels through a mechanism that also requires Sen1 [19,38,39,64]. In expression analysis of the RNA-seq data, we see nearly a 2-fold increase in the expression of the *NRD1* transcript in *rrp6Δ*, as well as an increase in CUT320, a noncoding transcript near the *NRD1* promoter on the opposite strand (Fig. 6A). 

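*NRD1* (YNL251C, chromosome XIV, minus strand from 172426 to 174587) had 153, 191, 93 and 243 counts in WT replicates 1 to 4 and 562, 289, 470 and 403 counts in *rrp6Δ* replicates 1 to 4. All 4 replicates are used here, where Fig. 6B gives n = 3. The normalized count was 21.4 ± 10.2 (SD, n = 4), from 12.9 to 34.7, in WT and 34.6 ± 3.54 (SD, n = 4), from 30.0 to 38.6, in *rrp6Δ*, a 1.62-fold rise. The log2 fold change was 0.70 (standard error 0.29, FDR = 0.0919, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and WT replicate 4 lay within the range of *rrp6Δ* (two-sided exact permutation test, p = 0.0857). Without WT replicate 4 the log2 fold change was 1.12. With any other library left out *NRD1* was no longer called, and the log2 fold change was as low as 0.54 without WT replicate 3. In each of the 4 pairs of replicates with the same number *NRD1* was higher in *rrp6Δ*, and it was also called with the replicate number as a block. CUT320 (plus strand from 174891 to 175235) had 5, 4, 5 and 1 counts in WT and 24, 11, 16 and 12 counts in *rrp6Δ*. Its log2 fold change was 1.45 (standard error 0.45, FDR = 0.0288, same test and adjustment), and all *rrp6Δ* libraries lay above all WT libraries.

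**Figure D4:**
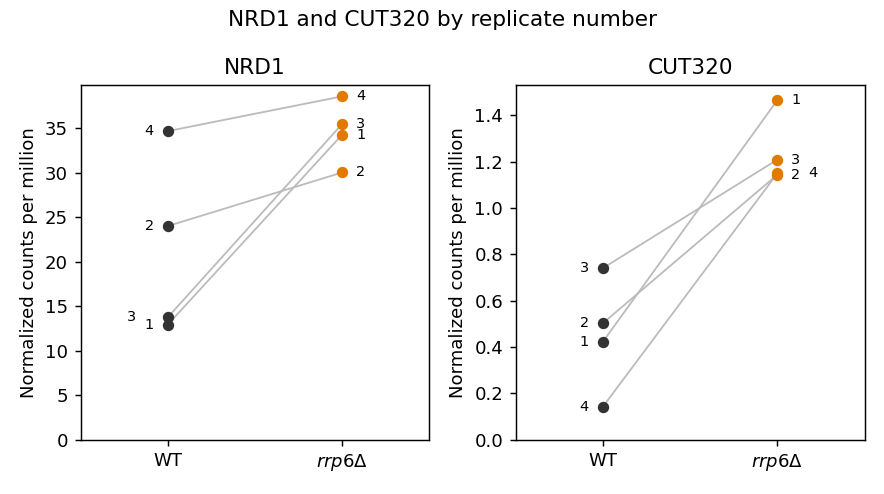
Normalized counts (CPM, y axis) of *NRD1* and CUT320 in the 4 WT and 4 *rrp6Δ* libraries, with a line joining the libraries of the same replicate number. For *NRD1* the WT libraries range from 12.9 to 34.7 and the *rrp6Δ* libraries from 30.0 to 38.6.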

For comparison, Nab3 mRNA levels were not significantly changed by *RRP6* deletion (S1 Table). 

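*NAB3* (YPL190C, chromosome XVI from 185053 to 187841) had a normalized count of 35.8 ± 18.4 (SD, n = 4) in WT and 23.4 ± 7.26 (SD, n = 4) in *rrp6Δ*. Its log2 fold change was -0.61 (standard error 0.33, FDR = 0.177, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and the strains overlapped (two-sided exact permutation test, p = 0.257). The size of the change rested on WT replicate 4, at 63.1 where the other WT libraries lay between 23.7 and 30.0, and without it the log2 fold change was -0.11.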

Since Rrp6 is responsible for the degradation of the short *NRD1* transcript, this increase in expression could be attributed to stabilization of terminated transcript. Alternatively, increased expression of *NRD1* in *rrp6Δ* cells could suggest that the early termination sites are not being utilized by the Nrd1 pathway as often in the *rrp6Δ* cells leading to transcription of the full-length mRNA. Analysis of RNAPII occupancy at the *NRD1* gene in the ChIP-exo dataset can distinguish these two possibilities (Fig. 6B). In wild type cells, there are several peaks of RNAPII at the 5’ end of the *NRD1* gene that quickly decreases to low levels along the *NRD1* coding region in agreement with previous findings in an Nrd1 mutant [64]. In fact, comparison of the ChIP-exo data with Nrd1 RNA binding sites mapped by PAR-CLIP reveal that the majority of RNAPII terminates just downstream of the final Nrd1 binding site in WT cells (Fig. 6B). In *rrp6Δ* cells, the intense peaks of RNAPII localization at the 5’UTR are shifted 3’ and RNAPII localization is higher along the entire length of the gene, including a higher peak at the poly-A dependent termination site of the full-length transcript (Fig. 6B). This supports the hypothesis that the NNS-termination pathway is not terminating the short 5’UTR transcript efficiently in *rrp6Δ* cells and that RNAPII continues down the length of the gene producing the full transcript and increasing overall *NRD1* expression levels (Fig. 6). The requirement for multiple Nrd1-Nab3 RNA binding sites at *NRD1* when compared to RNAPII ChIP-exo data suggest that NNS-dependent termination requires multiple Nrd1 and/or Nab3 binding sites to effectively terminate RNAPII as has been previously proposed (Fig. 6B) [27,39]. The 3’ shift in RNAPII localization observed at *NRD1* supports this hypothesis.

**Fig 6:**
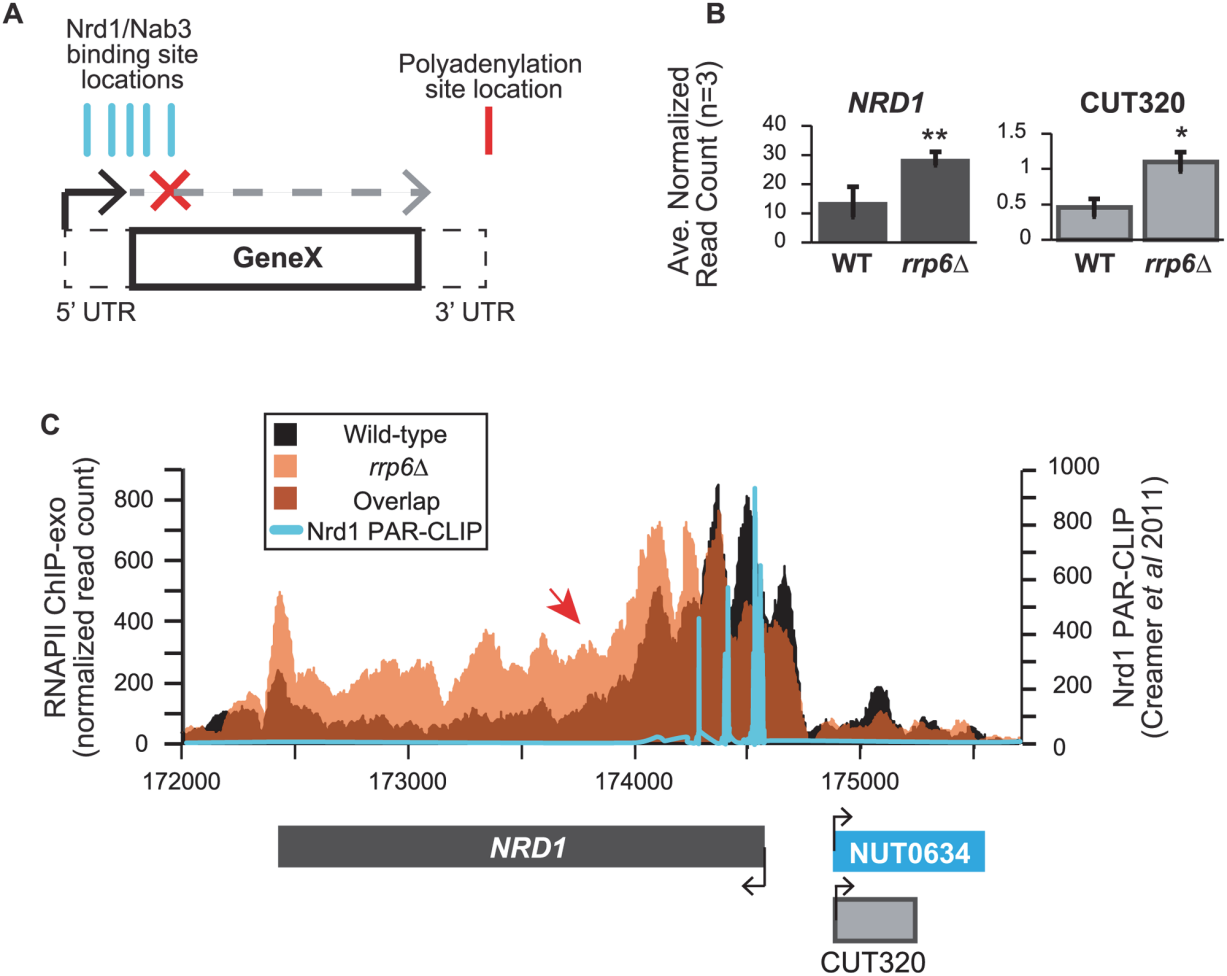
*NRD1* early termination requires Rrp6 for efficient RNAPII termination. (A) Early termination model of NNS-dependent transcription attenuation. A hypothetical gene ‘Gene X’ is shown with the coding region (solid lines) and UTRs (dashed lines) drawn. Locations of Nrd1 or Nab3 binding sites (aqua) or the Polyadenylation site (red) are drawn above the figure. In brief, early termination by the NNS pathway prevents transcription of the full length gene. (B) Average normalized read counts ± standard deviations for *NRD1* and CUT320 transcripts in *rrp6Δ* versus wild-type (n = 3). One star indicates a p-value of <0.05 and two stars indicate a p-value of <0.01. (C) Rpb3-FLAG localization as determined by ChIP-exo sequencing reads mapped to the *NRD1* region. Wild-type reads are in black, and *rrp6Δ* are in orange. The location and direction of transcription for all analyzed annotations are diagrammed below the graphs to scale. Length of mRNAs including untranslated regions are in black, CUTs are in gray, and NUTs are in aqua. Nrd1 binding sites as determined by PAR-CLIP from Creamer *et al* [39] are shown in aqua for comparison. The scale for Nrd1 PAR-CLIP data is shown to the right.

Changes in RNAPII occupancy downstream of known NNS-dependent early termination (also known as attenuated) targets was also observed at *HRP1* and *SRG1-SER3* (S4 Fig. and S5 Fig.). The RNAPII occupancy at *HRP1* shows similar changes as seen at *NRD1* with the majority of RNAPII terminating early in WT cells while showing a 3’ shift (arrow #1) and persistence through the coding region (arrow #2) in *rrp6Δ* (S4A Fig.). 

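*HRP1* (YOL123W, chromosome XV from 87464 to 89587) had a normalized count of 161 ± 40.0 (SD, n = 4) in WT and 212 ± 82.5 (SD, n = 4) in *rrp6Δ*, a log2 fold change of 0.39 (standard error 0.27, FDR = 0.288, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The strains overlapped (two-sided exact permutation test, p = 0.343), although *HRP1* was higher in *rrp6Δ* in each of the 4 pairs of replicates with the same number. It was called up-regulated with TMM factors from ORF-Ts only (log2 fold change 0.72) and with library totals alone (0.78). Without *rrp6Δ* replicate 2 the log2 fold change was 0.09.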

RNA-Seq analysis also revealed an increase in downstream *HRP1* RNA levels relative to WT (S4B Fig.). Another well-characterized example of upstream noncoding RNA regulation occurs at the *SRG1-SER3* region. *SRG1* (*SER3* regulatory gene 1) is a known non-coding RNA whose transcription down-regulates expression of *SER3* [65]. *SRG1* RNA is bound by both Nrd1 and Nab3 just prior to the *SER3* transcribed region, which could then terminate *SRG1* transcription to prevent interference with *SER3* [31,47]. SRG1 can also be terminated through a polyA-dependent pathway at a site downstream of the NNS termination site(s) [31]. ChIP-exo revealed that RNAPII occupancy also shifts 3’ in *rrp6Δ* cells with increased RNAPII occupancy in the *SER3* coding region (S5A Fig.). An increase in specific *SRG1* transcripts including a *SRG1*:*SER3* chimeric transcript has previously been observed in Nrd1-depletion *rrp6Δ* cells [31]. 

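The noncoding transcript *SRG1*, which lies upstream of *SER3*, was not analysed here. *SER3* (YER081W, chromosome V from 322642 to 324273) had a normalized count of 131 ± 76.0 (SD, n = 4) in WT and 125 ± 27.2 (SD, n = 4) in *rrp6Δ*, a log2 fold change of -0.07 (standard error 0.33, FDR = 0.873, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation p = 0.943, two-sided). WT replicate 2 was far above the other WT libraries, at 244 against 80.8 to 99.8, and without it the log2 fold change was 0.42. Its sign also changed with TMM factors from ORF-Ts only, to 0.24.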

Our data suggests that defective termination of *SRG1* can occur in *rrp6Δ* cells even in the absence of Nrd1 disruption (S5 Fig.). These data clearly show that Rrp6 is required for NNS-dependent termination of regulatory non-coding RNAs that participate in gene expression attenuation.

There are multiple published examples of transcription interference by CUTs in which an antisense CUT regulates the expression of the sense gene in *cis* through transcript extension across the sense gene promoter [50,66,67,68,69]. These lncRNA-type transcripts have also been shown to be required for efficient gene activation [70]. Expression of the *FMP40* transcript has been previously shown by several groups to be regulated by an Nrd1-terminated antisense transcript initiating at the 3’ end of *FMP40* [28,39,71]. The *FMP40* antisense transcript (also known as CUT882 and *YPL222C-A)* is readily detectable in our RNA-sequencing data from WT cells and it is significantly upregulated in *rrp6Δ* cells as has been previously reported (Fig. 7A and C) [10,11,72,73]. 

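YPL222C-A (chromosome XVI, minus strand from 131869 to 132114) had 57, 70, 57 and 20 counts in WT replicates 1 to 4 and 728, 544, 662 and 477 counts in *rrp6Δ* replicates 1 to 4. The normalized count rose from 6.23 ± 2.88 (SD, n = 4) to 49.2 ± 5.47 (SD, n = 4), a log2 fold change of 2.98 (standard error 0.31, FDR = 8.61e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).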

Mapped sequencing reads suggest that the antisense transcript was significantly longer in *rrp6Δ* than in wild type (specifically in the region of CUT882), supporting the hypothesis that Nrd1-termination is not as efficient in *rrp6Δ* mutants. 

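CUT882 (chromosome XVI, minus strand from 131445 to 131685), which lies further along the antisense transcript than YPL222C-A, had 3, 6, 3 and 1 counts in WT and 154, 111, 101 and 55 counts in *rrp6Δ*. This is 0.399 ± 0.268 (SD, n = 4) and 8.46 ± 2.66 (SD, n = 4) normalized counts, a log2 fold change of 4.39 (standard error 0.46, FDR = 8.17e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In WT replicates 1, 3 and 4 CUT882 was at or under the floor of 3 counts. On the sense strand, *FMP40* (YPL222W, from 130039 to 132302) went from 45.4 ± 8.91 (SD, n = 4) to 31.3 ± 4.93 (SD, n = 4), a log2 fold change of -0.53 (standard error 0.21, FDR = 0.0681, same test and adjustment; exact permutation p = 0.0571). This is under the fold change threshold, which *FMP40* passed without WT replicate 3, at -0.65.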

To determine the length of the antisense transcript in *rrp6Δ* and compare to an *nrd1*-ts mutant, we performed northern blot analysis with strand specific oligonucleotide probes to *FMP40* and its antisense transcript *YPL222C-A* (Fig. 7D). By northern blot, *YPL222C-A* transcripts are detected as smears extending into the region of the CUT882 annotation suggesting that these transcripts terminate at multiple 3’ end locations as has previously been shown for other specific CUTs including *NEL025c* [9]. The *YPL222C-A* antisense transcripts were not detected in WT cells by northern blot even after an extended exposure time (Fig. 7D). In the *nrd1*-ts mutant, there is an accumulation of a strong band ~4500 nucleotides long in the *YPL222C-A* blot, and the *FMP40* transcript is undetectable as a consequence of transcription interference. There is a band of the same size in the *rrp6Δ*, although it is not as abundant as observed in the Nrd1 mutant. There are also shorter transcripts present in *YPL222C-A* blots in the *nrd1-ts* mutant that are also present in the *rrp6Δ* cells (Fig. 7D). RNAPII localization in the *FMP40* region was determined by ChIP-exo and clearly shows that the majority of polymerase was localized at the 5’ end of the antisense *YPL222C-A* transcript, even in wild-type cells (Fig. 7B). The highest peaks of RNAPII localization at *YPL222C-A* are of similar intensity in WT and *rrp6Δ* cells, but polymerase spreads 3’ in *rrp6Δ* and continues to be higher through the CUT882 annotation and past the *FMP40* promoter. These data indicate that the antisense transcript is terminated less efficiently in *rrp6Δ* cells leading to increased RNAPII occupancy downstream of the normal *YPL222C-A*/CUT882 termination site. The RNAPII occupancy data also suggest that CUT882 is an extended transcript of *YPL222C-A* that occurs as a consequence of inefficient RNAPII termination in *rrp6Δ* (Fig. 7B, red arrows). In *nrd1Δ151–214* temperature sensitive mutants, *YPL222C-A* termination rarely occurs resulting in a 4500-nucleotide antisense transcript that is also seen at low levels in *rrp6Δ* (Fig. 7D).

**Fig 7:**
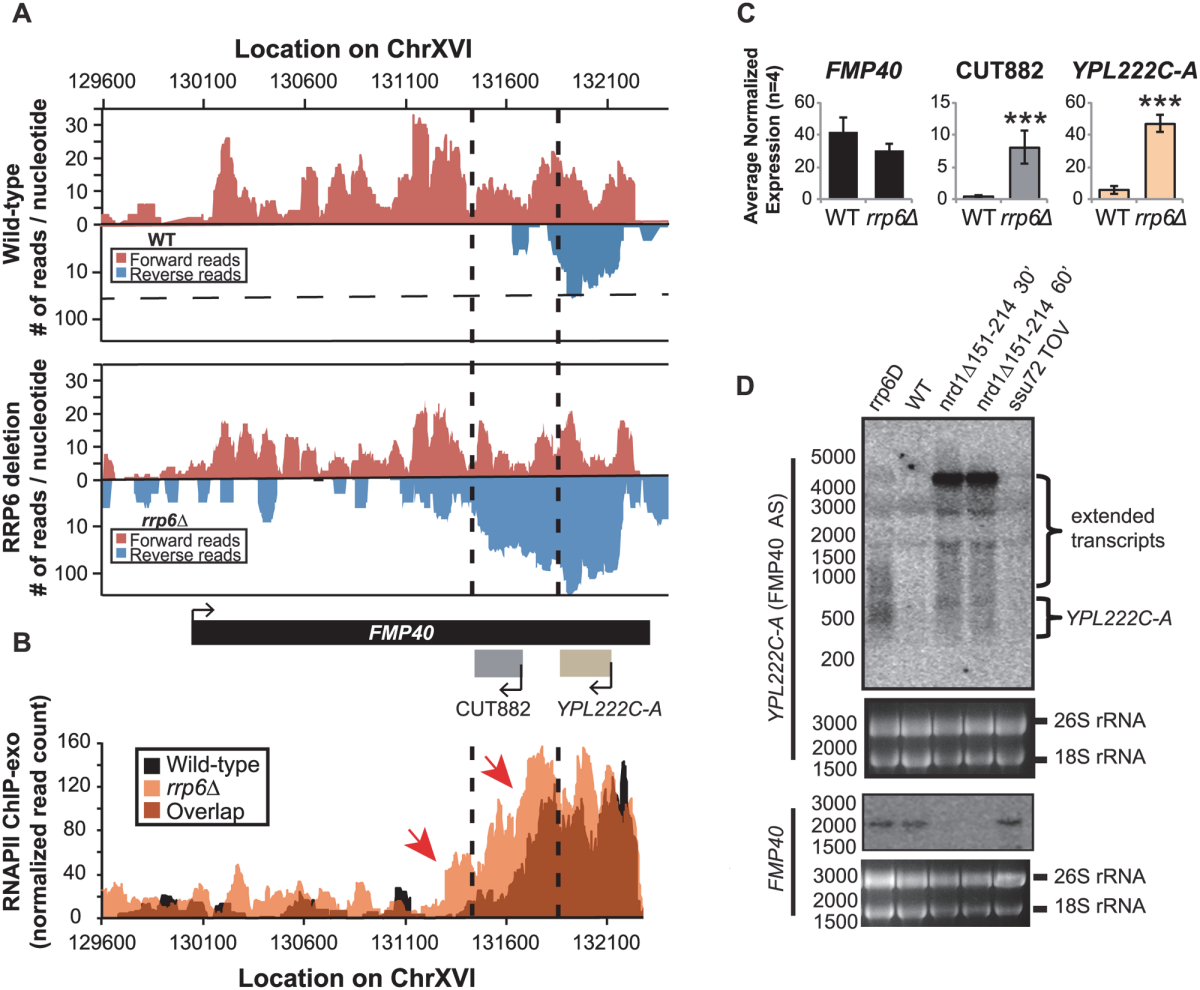
The *FMP40* antisense transcript *YPL222C-A* is extended in *rrp6Δ* deletion cells as a result of inefficient RNAPII termination. (A) Graphical representation of strand-specific RNA-seq reads mapped to *FMP40* region. Reads mapped to the positive strand are on top in red, while reads mapped to the negative strand are on the bottom in blue. The location and direction of transcription for all analyzed annotations are diagrammed below the graphs to scale. Length of mRNAs including untranslated regions are in black, CUTs are in gray, dubious ORFs (an antisense transcript named *YPL222C-A*) are in tan, and bent arrows indicate direction of the TSS. The dotted black lines mark the 3’ end of the annotations for CUT882 and *YPL222C-A*. (B) Rpb3-FLAG localization as determined by ChIP-exo sequencing reads mapped to the same region and aligned to (A). Wild-type reads are in black, and *rrp6Δ* are in orange. Red arrows note areas of interest. (C) Average normalized read counts ± standard deviations for significantly altered transcripts in *rrp6Δ* versus wild-type (n = 4). Three stars indicate a p-value of <0.001 as determined by an unpaired, two-tailed student’s t-test. The colors of the bars in each graph correspond to the color representing the related annotation. (D) Strand-specific northern blot analysis using a 5’ end labeled probes specific to either *FMP40* or *YPL222C-A* directly comparing *rrp6Δ* to mutants known to be defective in NNS termination. The 26S and 18S ribosomal RNAs are shown as a loading control (bottom).

## Discussion

Through comparison of RNA-Seq and RNAPII ChIP-exo datasets, these data clearly show that NNS-terminator read-through occurs at a significant number of NNS-target genes in the absence of the 3–5’ exonuclease Rrp6. These findings support the hypothesis that the NNS pathway requires Rrp6 function for both 3’ end processing and NNS-dependent termination of specific transcripts. Overall, these data show a striking similarity between the annotations for Nrd1 unterminated transcripts (NUTs) at many locations and the transcripts observed following deletion of the nuclear specific 3’-5’ exonuclease subunit Rrp6 genome-wide. The tight coupling of the NNS pathway with exosome function has been previously characterized; however our findings are the first to demonstrate on a large scale that Rrp6 function is required for termination through the NNS pathway at specific transcripts. We have also shown that deletion of *RRP6* causes changes in RNAPII localization that are indicative of termination defects. The comparison of changes in RNA transcript signals to actual changes in RNAPII occupancy allowed us to distinguish between effects of RNAPII termination events versus exonuclease-dependent RNA processing, which was of particular importance for this study. Although it has been proposed that Nrd1-unterminated transcripts (NUTs) aresignificantly longer than CUTs, our data clearly shows that specific NNS-dependent transcripts rely on Rrp6 for proper termination while others do not. For instance, snr71 transcripts show a requirement for Rrp6, Nrd1, and Ssu72 for termination, while snR13 does not require Rrp6 (Figs. 3 and 5). The cryptic transcript CUT882 that is associated with *FMP40/YPL22C-A* also shows a requirement for Rrp6 for termination but it appears that the CUT882 transcript is significantly longer in *nrd1∆151–214* temperature sensitive strains (Fig. 7). Previous studies have found other extended CUT transcripts (eCUTs; specifically CUT060 and CUT095) to be significantly longer in Nrd1 mutants than in *rrp6Δ* as well [48,58]. The mechanisms that underlie the specific requirement for Rrp6 at some transcripts for Nrd1 termination are unknown, but we would speculate that the requirement for Rrp6 in NNS-termination is mediated through its interaction with Nrd1 [7,8,49]. Future studies will also be needed to determine if the requirement for Rrp6 in NNS termination is direct or occurs through an indirect mechanism.

In this study, we have performed multiple biological replicates (n = 4) to provide highly accurate differential expression analysis for all classes of annotated transcripts. In addition, we have included differential expression analysis of 1215 antisense transcripts that were significantly changed in *rrp6Δ*, the majority of which (76%) were upregulated. These data will serve as a valuable resource to determine the diverse roles of the NNS pathway and Rrp6 in transcriptome-wide gene expression regulation. 

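Of the 1236 antisense transcripts in the deposited table, 685 were up-regulated (55.4%) and 90 were down-regulated, so that 88.4% of the changed ones rose. All *rrp6Δ* libraries lay above all WT libraries for 616 and below them for 74. The median log2 fold change was 1.50. The study chose the annotated antisense transcripts on their change in these strains, so these shares are not independent evidence. AS_YEL020W-A (chromosome V from 117211 to 117474) had 0 counts in each WT library and 17, 9, 14 and 7 counts in *rrp6Δ*, at least 2.46-fold higher. AS_YJL104W (chromosome X from 227327 to 227776) had 0, 1, 0 and 0 counts in WT and 56, 18, 62 and 11 counts in *rrp6Δ*, at least 7.33-fold higher, and it overlaps the snR37 ET on the same strand. AS_YOL013W-B (chromosome XV from 300690 to 300980) fell from 20, 12, 11 and 10 counts to 2, 5, 1 and 0, a log2 fold change of -3.16 (standard error 0.62, FDR = 0.0026, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change lay between -4.21 and -2.77 over the fits without 1 library. With at least 10 counts required in every library, 463 antisense transcripts were left and 93 were up-regulated, which was 64.6% of the changed ones. The median log2 fold change of those left was -0.39. The filter removes antisense transcripts that WT cells hardly express, so this median is not that of the class. With TMM factors from ORF-Ts only 98.1% of the changed ones rose, and with library totals alone 98.5% did.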

Our dataset also shows that the increased dynamic range and resolution provided by RNA-Seq and ChIP-exo gives a distinct advantage in precise mapping of the transcripts that accumulate following deletion of *RRP6* [10,11,48]. Using RNA-Seq, we have determined that loss of Rrp6 leads to decreased expression of the majority of sn/snoRNA transcripts. Additionally, we have found that the mRNA transcripts from ribosomal protein coding genes show a strong dependence on Rrp6 for control of their steady state transcript levels. 

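The log2 fold change was below 0 for 63 of the 80 sn/snoRNAs (78.8%), with a median of -0.43. With TMM factors from ORF-Ts only, 46 were below 0 (57.5%) and the median was -0.11, and with library totals alone 41 were (51.2%), with a median of -0.01. Most of the 63 did not pass the thresholds.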

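The median level of the 137 ribosomal protein transcripts relative to the other ORF-Ts was compared per library, as the difference of the median log2 levels (with 1 added to the normalized counts) from the mean of the 8 libraries. It was 0.00, 0.26, 0.60 and 0.05 in WT replicates 1 to 4 and -0.50, -0.41, -0.08 and -0.07 in *rrp6Δ* replicates 1 to 4. All *rrp6Δ* libraries lay below all WT libraries (two-sided exact permutation test, p = 0.0286). The gap between the strains was narrow, with *rrp6Δ* replicates 3 and 4 close to WT replicate 1.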

Previous ChIP studies on Nrd1 have shown that although Nrd1 localizes to many ribosomal protein-coding genes, it does not directly bind to the mRNA transcripts from those genes [39]. This class of mRNA transcripts may be regulated by Nrd1 and Rrp6 due to their short length and hence high levels of Ser5-phosphorylated RNAPII at their 3’ ends, which could facilitate interaction with Nrd1 and regulation of termination [8,37,74,75]. By comparison of our data to recent 4tU-Seq datasets following Nrd1-depletion from the nucleus, we have found that multiple ribosomal subunit mRNAs display transcript extension following loss of Nrd1 activity and have been annotated as NUTs [48]. These data strongly suggest that ribosomal protein coding mRNAs may require Rrp6 and the NNS pathway for proper 3’ processing and transcript stability.

It has previously been determined that the downstream region of snR13 contains both an Nrd1-dependent terminator and a polyA dependent terminator that is present only 50 nucleotides downstream of the Nrd1 terminator [63]. In *rrp6Δ* cells we observed proper termination for snR13 although termination was defective in other NNS-pathway components (Fig. 2). It is important to note, however, that overall levels of the mature processed snR13 transcript were not significantly changed in any of the mutant backgrounds, which is likely due to the presence of a second polyA-dependent terminator (Fig. 2D). It is likely that the differences in NNS-dependent termination efficiency at specific target genes observed in *rrp6Δ* is reliant on the context of both terminators and other downstream sequence elements that can contribute to proper RNAPII termination downstream. Additional failsafe mechanisms for transcription termination have also been described in yeast that involve the nuclear RNase III enzyme Rnt1 that could contribute to proper snRNA termination in the absence of NNS-termination pathway components including Rrp6 [76,77].

High-resolution RNAPII occupancy maps generated by ChIP-exo provide unique insights into the mechanisms of NNS-dependent termination. At *NRD1*, *HRP1*, and *YPL222C-A*, deletion of *RRP6* lead to a 3’ shift in RNAPII localization indicating that NNS-dependent termination was delayed or less efficient (Figs. 6,7,and S4). This phenomena was also observed to a lesser extent at *SRG1-SER3* (S5 Fig.). Interestingly, we observed distinct accumulation of RNAPII at these regions that occurred just 3’ to Nrd1 and/or Nab3 binding sites that have previously been mapped by RNA-protein crosslinking approaches (Fig. 6) [39,47]. These findings suggest that termination through the NNS-pathway may be an inefficient process requiring clusters of Nrd1/Nab3 binding sites to for facilitate higher order recruitment of multiple Nrd1-Nab3 heterodimers to carry out termination, which has support from other studies [27,59,78]. This hypothesis is further supported by studies that show that NNS-termination occurs in a ‘termination zone’ rather than a specific termination site as proposed for polyA-dependent termination pathways [40]. Through this mechanism, gene expression attenuation at genes such as *NRD1* and *SRG1-SER3* would remain leaky, allowing for transcription of a small percentage of full-length transcripts even in the presence of high Nrd1-Nab3 protein levels, which is what we observe in WT cells at these genes (Figs. 6, 7, S4, and S5). The requirement for the nuclear exosome and Rrp6 for efficient NNS-regulated attenuation adds a layer of complexity to this process and another path for regulation for these tightly controlled genes.

## Methods

### Yeast strains and RNA isolation

All yeast strains used are isogenic to BY4741. *RRP6* deletion strain is from the yeast knockout collection (Open Biosystems) [79]. The Rpb3-FLAG WT strain was produced by yeast transformation with a tagging cassette containing sequences for a 3X-FLAG tag upstream of the URA3 gene from the plasmid pBS1539 (primer sequences available upon request) [80]. *RRP6* deletion Rpb3–3XFLAG strains were produced by amplification of the *RRP6* knockout cassette from the yeast knockout collection *RRP6* deletion strain and transformation into the wild-type Rpb3-FLAG strain. *RRP6* knockout was confirmed by PCR genotyping. RNA was extracted using the hot acid phenol method. Briefly, strains were grown in 100ml YPD medium to an OD_600_ of 0.8. Cells were collected by centrifugation, washed, and resuspended in 10ml AE buffer (50mM sodium acetate at pH 5.2, 10mM EDTA) in a Nalgene phenol-resistant 50ml tube. 800μl 20% SDS and 10ml cold acid phenol were added to each sample and mixed well by vortexing. Samples were incubated at 65°C for 10 minutes with vortexing every minute then cooled on ice for 5 minutes. Samples were centrifuged for 15 minutes at 10,000 rpm. The top phase was transferred to a pre-spun 50ml 5 PRIME Phase Lock Gel tube (Ref # 2302870). 13ml chloroform was added and well mixed before centrifuging for 10 minutes at 3000 rpm. The top phase was poured into a new phenol-resistant tube, and 1/10 volume sodium acetate at pH 5.2 and equal volume room temperature isopropanol was added. The precipitated RNA was collected by centrifuging for 45 minutes at 12,000 rpm. The pellet was washed with 70% ethanol, allowed to dry in a fume hood, and resuspended with molecular biology grade water. The Ambion DNase-turbo kit was used to degrade any contaminating DNA. The quality of the samples was determined with an Agilent Bioanalyzer before preparation of the sequencing libraries.

### ChIP-exo analysis of Rpb3-FLAG localization

Chromatin IP followed by exonuclease treatment was performed using the protocol described by Rhee and Pugh with the following modifications [55]. Rpb3-FLAG WT and *rrp6Δ* strains were grown to an OD_600_ = 0.8–1 prior to crosslinking with formaldehyde (Sigma, catalog # F8775–25ML). Immunoprecipitation was performed with 50uL of anti-FLAG agarose (Sigma). Subsequent sample processing steps including exonuclease treatment and sequencing library preparation were performed as previously described [55].

### Northern blot analysis

30ug of total RNA was loaded per lane on a 1.5% and separated by electrophoresis at 120 volts for 1 hour at 4°C. The RNA was transferred to Bio-Rad Zeta-Probe blotting membranes by capillary overnight. Transfer efficiency was determined by Methylene Blue staining. DNA oligonucleotide probes listed in S5 Table were 5’ end-labeled with gamma ATP-32P by T4 Polynucleotide Kinase. Probes were hybridized overnight to pre-blocked in Roche Life Science DIG Easy Hyb buffer at 37°C. Blots were washed in 6XSSC / 0.1%SDS once at room temperature and twice for 10 minutes at 50°C. Blots were exposed to a phosphorscreen overnight for snRNAs or 7 days for *FMP40* and *YPL22C-A* followed by scanning using a phosphorimager (GE Healthcare).

### SOLiD5500xl sequencing methods

Standard methods were used for RNA-seq library construction, EZBead preparation and Next-Gen sequencing, based on Life Technologies SOLiD5500xl system. Briefly, five microgram of total RNA per sample (RIN equal or higher than 6.0 by Agilent Bioanalyzer) was applied in library preparation. rRNA was first depleted using the standard protocol of RiboMinus Transcriptome Isolation Kit for yeast (Ambion, Cat# K1550–03), and rRNA-depleted RNA was concentrated with the PureLink RNA Micro Kit (Invitrogen, Cat# 12183–016) using 1 volume of Lysis Buffer and 2.5 volumes of 100% ethanol. Following the rRNA depletion, whole transcriptome library was prepared and barcoded per sample using the standard protocol of SOLiD Total RNA-seq Kit (Life Technologies, Cat# 4445374). Each barcoded library was quantified by quantitative PCR using SOLiD Library Taqman qPCR Module (Life Technologies, Cat#A12127), and pooled in equal molarity. Fifty microliters of 500 pM of pooled library was used in subsequent EZBead preparation, which involves bead emulsion, bead library amplification, and bead enrichment using Life Technologies EZ Bead E120 System (Cat# 4465571). Approximately six hundred million enriched beads then were deposited onto each lane of a 6-lane SOLiD5500xl flow chip. And finally sequencing by ligation was carried out using standard single-read, 5’-3’ strand-specific sequencing procedure (75b-read) on SOLiD5500xl Sequencer.

### Sequencing data analysis

The libraries were sequenced on Solid 5500XL. The resulting 75 bp solid reads were mapped to *Saccharomyces cerevisiae* reference genome sacCer3 using in-house mapping pipelines that utilizes bfast-0.7.0a [81]. Briefly, using our RNA-seq pipeline, poor quality and rRNA/tRNAs reads were first discarded. The remaining reads were mapped to reference genome sacCer3 and a splice-junction library, respectively; the genomic and splice-junction library mapping were merged at the end. In a different pipeline, the rRNA/tRNAs were kept and the reads were mapped to the reference genome sacCer3 only based on the facts that in yeast there is some splicing but most genes do not have introns. Read counts were calculated using bamutils from NGSUtils [82]. Differential gene expression was analyzed using edgeR which calculated all normalized read counts, p-values, and FDR values listed in S1 Table [83]. All raw and processed files from the RNA sequencing performed for this study has been deposited to Gene Expression Omnibus [GEO] under the accession number GSE57155.

### Manual annotation of snRNA extension and antisense transcripts

Following data alignment, snRNA transcripts were manually inspected individually using the Integrative Genomics Viewer [84,85]. For all snRNAs in a tail-to-tail orientation with a downstream gene, the snRNA ET annotation started just after the end of the snRNA annotation until continuous reads on the same strand were no longer detected. For all snRNAs in a tail-to-head orientation, the snRNA ET annotation started just after the end of the snRNA annotation and was ended just prior to the 5’ end of the annotation for the downstream gene. Annotations for ET for snRNAs that were encoded within introns were ended just prior to the 5’ end of the exon for the parent transcript. To identify antisense transcripts with significant changes in differential expression, the strand was reversed for all sense annotations for the coding region of each ORF-Ts and the text “AS_” was added in front of the ORF-T name. The annotations for the 5’ and 3’ UTR were not included. These annotations were then used for edgeR analysis and the annotations for antisense transcripts that showed significant changes in *rrp6Δ* were used for subsequent differential expression analysis to generate the final dataset in S1 Table.

### GOStat analysis

GOStat analysis [86] was performed as previously described [87] for all significantly down-regulated ORF-T transcripts from our dataset. In brief, the list of 995 significantly upregulated ORF-Ts was entered into the GOStat web interface (http://gostat.wehi.edu.au/cgi-bin/goStat.pl) to search for the top 30 most over-represented GO terms and to obtain p-values to indicate the significance of enrichment (S3 Table). GO-term enrichment analysis was also performed using DAVID [88] and similar results were obtained.

### Alignment of Nrd1-unterminated transcript data

4tU-seq reads of both wild type and Nrd1 depleted samples were downloaded from ftp.sra.ebi.ac.uk/vol1/ERA242/ERA242535/fastq/. The sequence data were processed according to the description in [48,89,90] with minor changes. Briefly, the reads were quality trimmed and mapped with bowtie-0.12.9 [91] to reference genome sacCer3 (mapping parameters:-q-p 4-S-n 0-e 70-l 28-y-k 1-m 2—best—strata—phred33-quals—norc/—nofw). The output SAM files were then converted to BAM files with SAMtools [92]. The BAM files were further processed to keep the uniquely and perfectly mapped reads using bamutils from NGSUtils [82].

## Supporting Information

S1 Fig Expression plots for normalized RNA-SEQ data for Nrd1-unterminated transcripts (NUTs) and western blot analysis of Rpb3-FLAG strains. (A) RNAs annotated as NUTs, a classification based on the dependence of Nrd1 for appropriate termination are shown as aqua dots while all other transcript annotations are shown as black dots. (B) Western blot analysis of whole cell extracts prepared from Rpb3-FLAG WT and *rrp6Δ* strains using anti-FLAG peroxidase coupled antibodies (Sigma).
(TIF) Click here for additional data file.

S2 Fig Comparison of *rrp6Δ* RNA-Seq reads at snR3 to published 4tU-Seq data for NUTs. (A) Mapped reads obtained from our in-house alignment (see methods section) of 4tU-Seq data from Schulz *et al* 2013 (top two panels) and our RNA-Seq data (bottom two panels) at snR3-*STR2* region, forward strand reads only. The location and transcription direction of all annotations within this region are diagrammed below. Processed length of snRNAs and mRNAs are in black, snRNA-extended regions are in green (labeled “ET”), NUTs are in blue, CUTs are in gray, and arrows indicate annotated transcript state site and direction of transcription. The dotted green line marks the 3’ end of the extended snR3 annotation in *rrp6Δ*. (B) Average normalized read counts ± standard deviations for transcripts in this region that are not significantly changed in *rrp6Δ* versus wild-type (n = 4). The colors of the bars correspond to the color representing the annotation.
(TIF) Click here for additional data file.

S3 Fig Termination of the H/ACA box small nucleolar RNA snR11 shifts 3’ in *rrp6Δ* cells. (A) Diagram showing proposed mechanism where down-regulation of GeneX results from faulty termination of snRNA in *rrp6Δ*. Decreased NNS-termination at select snRNAs results in longer transcribed region, extending over transcription start site of downstream convergent gene, GeneX. The hypothesized resulting increased localization of the transcription machinery interferes with initiation at the TSS of GeneX (indicated with a red ‘X’). (B) Strand-specific northern blot analysis using a 5’ end labeled DNA oligo probe specific to the processed region of snR11 directly comparing *rrp6Δ* to mutants known to be defective in Nrd1-dependent termination. The 26S and 18S ribosomal RNAs are shown as a loading control (bottom). (C) Graphical representation of strand-specific RNA-seq reads mapped to snR11-*ICY1* region. Reads mapped to the positive strand are on top in red, while reads mapped to the negative strand are on the bottom in blue. The location and direction of transcription for all analyzed annotations are diagrammed below the graphs to scale. Processed length of snRNAs and mRNAs are in black, snRNA-extended transcripts, including pre-snRNAs and termination read-through products, are in green (labeled “ETs”), NUTs are in aqua, CUTs are in gray, SUTs are in dark blue, SRTs are in purple, and bent arrows indicate direction of the TSS. The dotted black lines mark the transcription start sites (TSS) of *CMC4*. (D) Rpb3-FLAG localization as determined by ChIP-exo sequencing reads mapped to the same region and aligned to (C). Wild-type normalized read counts are in black, and *rrp6Δ* are in orange. Arrows indicate areas of interest.
(TIF) Click here for additional data file.

S4 Fig Efficient termination of RNAPII at the *HRP1* 5’UTR requires Rrp6. (A) Rpb3-FLAG localization as determined by ChIP-exo sequencing reads mapped to the *HRP1* region. Wild-type reads are in black, and *rrp6Δ* are in orange. The location and direction of transcription for all analyzed annotations are diagrammed below the graphs to scale. Length of mRNAs including untranslated regions are in black. (B) Graphical representation of strand-specific RNA-seq reads mapped to *HRP1* transcribed region. Reads mapped to the positive strand are shown in red. No reads were mapped to the reverse strand at *HRP1*.
(TIF) Click here for additional data file.

S5 Fig Rrp6 regulates RNAPII localization at *SRG1-SER3* independent of other NNS-pathway disruptions. (A) Rpb3-FLAG localization as determined by ChIP-exo sequencing reads mapped to the *SRG1-SER3* region. Wild-type normalized read counts are in black, and *rrp6Δ* are in orange. The location and direction of transcription for all analyzed annotations are diagrammed below the graphs to scale. Length of mRNAs including untranslated regions are in black, CUTs are in gray, and SRTs (Ssu72 regulated transcripts) are in purple. Note that *SRG1* and *SER3* annotations are overlapping. (B) Graphical representation of strand-specific RNA-seq reads mapped to *SRG1-SER3* transcribed region. Reads mapped to the positive strand are shown in red while reverse reads are shown in blue.
(TIF) Click here for additional data file.

S1 Table Complete differential expression dataset for the *RRP6* deletion RNA-Seq. Table includes differential expression data expressed in log_2_ *rrp6Δ*/WT ratio (i.e. fold change), as well as p-values and false discovery rate (FDR), all calculated from four replicates by the EdgeR program as discussed in the methods. Class abbreviations are ORF-T: open reading frame transcript, AST: antisense transcript, NUT: Nrd1-unterminated transcript, SRT: Ssu72-restricted transcript, SUT: stable unannotated transcript, CUT: cryptic unstable transcript, sn/snoRNA-ET: Extended region of an sn/snoRNA. Transcript name listed is the systematic name where possible. “AS_” preceding the name designates antisense transcripts, NUTs, CUTs, SUTs, and SRTs are listed as the number provided by their original publications [11, 46, 59]. “N.reads” columns are normalized read counts, calculated by EdgeR.
(PDF) Click here for additional data file.

S2 Table Top 30 GO-terms enriched in the down-regulated protein coding gene dataset. Table includes GO identification number (“Best GOs”), number of hits from GOStat analysis of our down-regulated protein coding gene list matching the GO ID (“Count”), total number of genes assigned the GO ID (“Total”), p-value for the GO term, and the descriptor for the GO ID. Information calculated using GOstat, as described in the methods.
(PDF) Click here for additional data file.

S3 Table Differential expression information for the ribosomal protein coding transcripts. Table includes differential expression data expressed in log_2_ *rrp6Δ*/WT ratio (i.e. fold change) as well as p-values and false discovery rate (FDR), all calculated from four replicates by the EdgeR program as discussed in the methods. Table also includes standard gene names (or acronyms) for clarity. Significantly downregulated transcripts are in red-shaded cells whereas upregulated sn/snoRNAs are in green-shaded cells.
(PDF) Click here for additional data file.

S4 Table Differential expression information for the sn/snoRNAs. Table includes differential expression data expressed in log_2_ *rrp6Δ*/WT ratio (i.e. fold change), as well as p-values and false discovery rate (FDR), all calculated from four replicates by the EdgeR program as discussed in the methods. Significantly downregulated sn/snoRNAs are in red-shaded cells whereas upregulated sn/snoRNAs are in green-shaded cells.
(PDF) Click here for additional data file.

S5 Table Sequences for DNA oligonucleotide probes used for northern blotting. Oligonucleotide sequences for each strand specific probe used for end labeling and northern blot analysis.
(PDF) Click here for additional data file.

## References

[1] BonneauF, BasquinJ, EbertJ, LorentzenE, ContiE (2009) The yeast exosome functions as a macromolecular cage to channel RNA substrates for degradation. Cell 139: 547–559. 10.1016/j.cell.2009.08.042 19879841

[2] SchneiderC, TollerveyD (2013) Threading the barrel of the RNA exosome. Trends in biochemical sciences 38: 485–493. 10.1016/j.tibs.2013.06.013 23910895PMC3838930

[3] MakinoDL, BaumgartnerM, ContiE (2013) Crystal structure of an RNA-bound 11-subunit eukaryotic exosome complex. Nature 495: 70–75. 10.1038/nature11870 23376952

[4] MakinoDL, HalbachF, ContiE (2013) The RNA exosome and proteasome: common principles of degradation control. Nature reviews Molecular cell biology 14: 654–660. 10.1038/nrm3657 23989960

[5] MitchellP, PetfalskiE., ShevchenkoA., MannM., TollerveyD. (1997) The exosome: a conserved eukaryotic RNA processing complex containing multiple 3′—>5′ exoribonucleases. Cell 91: 457–466. 939055510.1016/s0092-8674(00)80432-8

[6] LorentzenE, BasquinJ, TomeckiR, DziembowskiA, ContiE (2008) Structure of the active subunit of the yeast exosome core, Rrp44: diverse modes of substrate recruitment in the RNase II nuclease family. Molecular cell 29: 717–728. 10.1016/j.molcel.2008.02.018 18374646

[7] VasiljevaL, BuratowskiS (2006) Nrd1 interacts with the nuclear exosome for 3′ processing of RNA polymerase II transcripts. Molecular cell 21: 239–248. 1642701310.1016/j.molcel.2005.11.028

[8] HeoDH, YooI, KongJ, LidschreiberM, MayerA, et al (2013) The RNA Polymerase II C-terminal Domain-Interacting Domain of Yeast Nrd1 Contributes to the Choice of Termination Pathway and Couples to RNA Processing by the Nuclear Exosome. The Journal of biological chemistry. 288: 36676–36690. 10.1074/jbc.M113.508267 24196955PMC3868778

[9] WyersF, RougemailleM, BadisG, RousselleJC, DufourME, et al (2005) Cryptic pol II transcripts are degraded by a nuclear quality control pathway involving a new poly(A) polymerase. Cell 121: 725–737. 1593575910.1016/j.cell.2005.04.030

[10] NeilH, MalabatC, d’Aubenton-CarafaY, XuZ, SteinmetzLM, et al (2009) Widespread bidirectional promoters are the major source of cryptic transcripts in yeast. Nature 457: 1038–1042. 10.1038/nature07747 19169244

[11] XuZ, WeiW, GagneurJ, PerocchiF, Clauder-MunsterS, et al (2009) Bidirectional promoters generate pervasive transcription in yeast. Nature 457: 1033–1037. 10.1038/nature07728 19169243PMC2766638

[12] PorruaO, HoborF, BoulayJ, KubicekK, D’Aubenton-CarafaY, et al (2012) In vivo SELEX reveals novel sequence and structural determinants of Nrd1-Nab3-Sen1-dependent transcription termination. The EMBO Journal 31: 3935–3948. 10.1038/emboj.2012.237 23032188PMC3463846

[13] DavisCA, AresMJr., (2006) Accumulation of unstable promoter-associated transcripts upon loss of the nuclear exosome subunit Rrp6p in Saccharomyces cerevisiae. Proceedings of the National Academy of Sciences of the United States of America 103: 3262–3267. 1648437210.1073/pnas.0507783103PMC1413877

[14] Dichtl BBD, OhnackerM, FriedleinA, RoederD, LangenH, KellerW. (2002) A Role for SSU72 in Balancing RNA Polymerase II Transcription Elongation and Termination. Molecular Cell 10: 1139–1150. 1245342110.1016/s1097-2765(02)00707-4

[15] SchmidM, PoulsenMB, OlszewskiP, PelechanoV, SaguezC, et al (2012) Rrp6p controls mRNA poly(A) tail length and its decoration with poly(A) binding proteins. Molecular cell 47: 267–280. 10.1016/j.molcel.2012.05.005 22683267PMC3408791

[16] Grenier St-SauveurV, SoucekS, CorbettAH, BachandF (2013) Poly(A) tail-mediated gene regulation by opposing roles of Nab2 and Pab2 nuclear poly(A)-binding proteins in pre-mRNA decay. Molecular and cellular biology 33: 4718–4731. 10.1128/MCB.00887-13 24081329PMC3838004

[17] GudipatiRK, XuZ, LebretonA, SeraphinB, SteinmetzLM, et al (2012) Extensive degradation of RNA precursors by the exosome in wild-type cells. Molecular cell 48: 409–421. 10.1016/j.molcel.2012.08.018 23000176PMC3496076

[18] SchneiderC, KudlaG, WlotzkaW, TuckA, TollerveyD (2012) Transcriptome-wide analysis of exosome targets. Molecular cell 48: 422–433. 10.1016/j.molcel.2012.08.013 23000172PMC3526797

[19] Steinmetz EJCNicholas K.; BrowDavid A.; CordenJeffry L. (2001) RNA-binding protein Nrd1 directs poly(A)-independent 3′-end formation of RNA polymerase II transcripts. Nature 413: 327–331. 1156503610.1038/35095090

[20] KimM, VasiljevaL, RandoOJ, ZhelkovskyA, MooreC, et al (2006) Distinct pathways for snoRNA and mRNA termination. Molecular cell 24: 723–734. 1715725510.1016/j.molcel.2006.11.011

[21] BuratowskiS (2009) Progression through the RNA polymerase II CTD cycle. Molecular cell 36: 541–546. 10.1016/j.molcel.2009.10.019 19941815PMC3232742

[22] Kim MKNevan J.; VasiljevaLidia; RandoOliver J.; NedeaEduard; GreenblattJack F.; BuratowskiStephen (2004) The yeast Rat1 exonuclease promotes transcription termination by RNA polymerase II. Nature 432: 517–522. 1556515710.1038/nature03041

[23] NedeaE, HeX, KimM, PootoolalJ, ZhongG, et al (2003) Organization and function of APT, a subcomplex of the yeast cleavage and polyadenylation factor involved in the formation of mRNA and small nucleolar RNA 3′-ends. The Journal of biological chemistry 278: 33000–33010. 1281920410.1074/jbc.M304454200

[24] Zhao JKMarco; HelmlingSteffen; O’ConnorJ. Patrick; MooreClaire (1999) Pta1, a component of yeast CF II, is required for both cleavage and poly(A) addition of mRNA precursor. Molecular and cellular biology 19: 7733–7740. 1052366210.1128/mcb.19.11.7733PMC84822

[25] Kyberz ASMartin; DichtlBernhard; KellerWalter (2003) The role of the yeast cleavage and polyadenylation factor subunit Ydh1p/Cft2p in pre-mRNA 3′-end formation. Nucleic acids research 31: 3936–3945. 1285360910.1093/nar/gkg478PMC167639

[26] LundeBM, ReichowSL, KimM, SuhH, LeeperTC, et al (2010) Cooperative interaction of transcription termination factors with the RNA polymerase II C-terminal domain. Nat Struct Mol Biol 17: 1195–1201. 10.1038/nsmb.1893 20818393PMC2950884

[27] CarrollKL, GhirlandoR, AmesJM, CordenJL (2007) Interaction of yeast RNA-binding proteins Nrd1 and Nab3 with RNA polymerase II terminator elements. RNA 13: 361–373. 1723736010.1261/rna.338407PMC1800511

[28] ArigoJT, EylerDE, CarrollKL, CordenJL (2006) Termination of cryptic unstable transcripts is directed by yeast RNA-binding proteins Nrd1 and Nab3. Mol Cell 23: 841–851. 1697343610.1016/j.molcel.2006.07.024

[29] CarrollKL, PradhanDA, GranekJA, ClarkeND, CordenJL (2004) Identification of cis elements directing termination of yeast nonpolyadenylated snoRNA transcripts. Molecular and cellular biology 24: 6241–6252. 1522642710.1128/MCB.24.14.6241-6252.2004PMC434237

[30] SteinmetzEJ, ConradNK, BrowDA, CordenJL (2001) RNA-binding protein Nrd1 directs poly(A)-independent 3′-end formation of RNA polymerase II transcripts. Nature 413: 327–331. 1156503610.1038/35095090

[31] ThiebautM, Kisseleva-RomanovaE, RougemailleM, BoulayJ, LibriD (2006) Transcription termination and nuclear degradation of cryptic unstable transcripts: a role for the nrd1-nab3 pathway in genome surveillance. Molecular cell 23: 853–864. 1697343710.1016/j.molcel.2006.07.029

[32] HonorineR, Mosrin-HuamanC, Hervouet-CosteN, LibriD, RahmouniAR (2011) Nuclear mRNA quality control in yeast is mediated by Nrd1 co-transcriptional recruitment, as revealed by the targeting of Rho-induced aberrant transcripts. Nucleic acids research 39: 2809–2820. 10.1093/nar/gkq1192 21113025PMC3074134

[33] Meinhart ACP (2004) Recognition of RNA polymerase II carboxy-terminal domain by 3′-RNA-processing factors. Nature 430: 223–226. 1524141710.1038/nature02679

[34] VasiljevaL, KimM, MutschlerH, BuratowskiS, MeinhartA (2008) The Nrd1-Nab3-Sen1 termination complex interacts with the Ser5-phosphorylated RNA polymerase II C-terminal domain. Nature structural & molecular biology 15: 795–804. 10.1111/nph.13282 18660819PMC2597375

[35] VasiljevaL, KimM, TerziN, SoaresLM, BuratowskiS (2008) Transcription termination and RNA degradation contribute to silencing of RNA polymerase II transcription within heterochromatin. Mol Cell 29: 313–323. 10.1016/j.molcel.2008.01.011 18280237

[36] ConradNK, WilsonSM, SteinmetzEJ, PatturajanM, BrowDA, et al (2000) A yeast heterogeneous nuclear ribonucleoprotein complex associated with RNA polymerase II. Genetics 154: 557–571. 1065521110.1093/genetics/154.2.557PMC1460961

[37] GudipatiRK, VillaT, BoulayJ, LibriD (2008) Phosphorylation of the RNA polymerase II C-terminal domain dictates transcription termination choice. Nat Struct Mol Biol 15: 786–794. 10.1038/nsmb.1460 18660821

[38] JamonnakN, CreamerTJ, DarbyMM, SchaughencyP, WheelanSJ, et al (2011) Yeast Nrd1, Nab3, and Sen1 transcriptome-wide binding maps suggest multiple roles in post-transcriptional RNA processing. RNA 17: 2011–2025. 10.1261/rna.2840711 21954178PMC3198594

[39] CreamerTJ, DarbyMM, JamonnakN, SchaughencyP, HaoH, et al (2011) Transcriptome-wide binding sites for components of the Saccharomyces cerevisiae non-poly(A) termination pathway: Nrd1, Nab3, and Sen1. PLoS Genet 7: e1002329 10.1371/journal.pgen.1002329 22028667PMC3197677

[40] HazelbakerDZ, MarquardtS, WlotzkaW, BuratowskiS (2013) Kinetic Competition between RNA Polymerase II and Sen1-Dependent Transcription Termination. Molecular cell 49: 55–66. 10.1016/j.molcel.2012.10.014 23177741PMC3545030

[41] BrowDA (2011) Sen-sing RNA terminators. Mol Cell 42: 717–718. 10.1016/j.molcel.2011.06.002 21700218PMC3136216

[42] SteinmetzEJ, WarrenCL, KuehnerJN, PanbehiB, AnsariAZ, et al (2006) Genome-wide distribution of yeast RNA polymerase II and its control by Sen1 helicase. Mol Cell 24: 735–746. 1715725610.1016/j.molcel.2006.10.023

[43] Skourti-StathakiK, ProudfootNJ, GromakN (2011) Human senataxin resolves RNA/DNA hybrids formed at transcriptional pause sites to promote Xrn2-dependent termination. Mol Cell 42: 794–805. 10.1016/j.molcel.2011.04.026 21700224PMC3145960

[44] Lykke-AndersenS, JensenTH (2007) Overlapping pathways dictate termination of RNA polymerase II transcription. Biochimie 89: 1177–1182. 1762938710.1016/j.biochi.2007.05.007

[45] GrzechnikP, KufelJ (2008) Polyadenylation linked to transcription termination directs the processing of snoRNA precursors in yeast. Mol Cell 32: 247–258. 10.1016/j.molcel.2008.10.003 18951092PMC2593888

[46] StuparevicI, Mosrin-HuamanC, Hervouet-CosteN, RemenaricM, RahmouniAR (2013) Cotranscriptional recruitment of RNA exosome cofactors Rrp47p and Mpp6p and two distinct Trf-Air-Mtr4 polyadenylation (TRAMP) complexes assists the exonuclease Rrp6p in the targeting and degradation of an aberrant messenger ribonucleoprotein particle (mRNP) in yeast. J Biol Chem 288: 31816–31829. 10.1074/jbc.M113.491290 24047896PMC3814775

[47] WlotzkaW, KudlaG, GrannemanS, TollerveyD (2011) The nuclear RNA polymerase II surveillance system targets polymerase III transcripts. EMBO J 30: 1790–1803. 10.1038/emboj.2011.97 21460797PMC3102002

[48] SchulzD, SchwalbB, KieselA, BaejenC, TorklerP, et al (2013) Transcriptome surveillance by selective termination of noncoding RNA synthesis. Cell 155: 1075–1087. 10.1016/j.cell.2013.10.024 24210918

[49] TudekA, PorruaO, KabzinskiT, LidschreiberM, KubicekK, et al (2014) Molecular basis for coordinating transcription termination with noncoding RNA degradation. Mol Cell 55: 467–481. 10.1016/j.molcel.2014.05.031 25066235PMC4186968

[50] CastelnuovoM, RahmanS, GuffantiE, InfantinoV, StutzF, et al (2013) Bimodal expression of PHO84 is modulated by early termination of antisense transcription. Nat Struct Mol Biol 20: 851–858. 10.1038/nsmb.2598 23770821PMC4972572

[51] ParkD, MorrisAR, BattenhouseA, IyerVR (2014) Simultaneous mapping of transcript ends at single-nucleotide resolution and identification of widespread promoter-associated non-coding RNA governed by TATA elements. Nucleic Acids Res 42: 3736–3749. 10.1093/nar/gkt1366 24413663PMC3973313

[52] Tan-WongSM, ZauggJB, CamblongJ, XuZ, ZhangDW, et al (2012) Gene loops enhance transcriptional directionality. Science 338: 671–675. 10.1126/science.1224350 23019609PMC3563069

[53] CastelnuovoM, ZauggJB, GuffantiE, MaffiolettiA, CamblongJ, et al (2014) Role of histone modifications and early termination in pervasive transcription and antisense-mediated gene silencing in yeast. Nucleic Acids Res 42: 4348–4362. 10.1093/nar/gku100 24497191PMC3985671

[54] NagalakshmiU, WangZ, WaernK, ShouC, RahaD, et al (2008) The transcriptional landscape of the yeast genome defined by RNA sequencing. Science 320: 1344–1349. 10.1126/science.1158441 18451266PMC2951732

[55] RheeHS, PughBF (2012) ChIP-exo method for identifying genomic location of DNA-binding proteins with near-single-nucleotide accuracy. Curr Protoc Mol Biol Chapter 21: Unit 21 24.10.1002/0471142727.mb2124s100PMC381330223026909

[56] GanemC, DevauxF, TorchetC, JacqC, Quevillon-CheruelS, et al (2003) Ssu72 is a phosphatase essential for transcription termination of snoRNAs and specific mRNAs in yeast. EMBO J 22: 1588–1598. 1266016510.1093/emboj/cdg141PMC152886

[57] SteinmetzEJ, BrowDA (2003) Ssu72 Protein Mediates Both Poly(A)-Coupled and Poly(A)-Independent Termination of RNA Polymerase II Transcription. Molecular and cellular biology 23: 6339–6349. 1294446210.1128/MCB.23.18.6339-6349.2003PMC193702

[58] MarquardtS, HazelbakerDZ, BuratowskiS (2011) Distinct RNA degradation pathways and 3′ extensions of yeast non-coding RNA species. Transcription 2: 145–154. 2182628610.4161/trns.2.3.16298PMC3149692

[59] LoyaTJ, O’RourkeTW, DegtyarevaN, ReinesD (2013) A network of interdependent molecular interactions describes a higher order Nrd1-Nab3 complex involved in yeast transcription termination. J Biol Chem 288: 34158–34167. 10.1074/jbc.M113.516765 24100036PMC3837157

[60] LoyaTJ, O’RourkeTW, ReinesD (2012) A genetic screen for terminator function in yeast identifies a role for a new functional domain in termination factor Nab3. Nucleic Acids Res 40: 7476–7491. 10.1093/nar/gks377 22564898PMC3424548

[61] LoweTM, EddySR (1999) A computational screen for methylation guide snoRNAs in yeast. Science 283: 1168–1171. 1002424310.1126/science.283.5405.1168

[62] SamarskyDA, FournierMJ (1999) A comprehensive database for the small nucleolar RNAs from Saccharomyces cerevisiae. Nucleic Acids Res 27: 161–164. 984716610.1093/nar/27.1.161PMC148121

[63] SteinmetzEJ, NgSB, ClouteJP, BrowDA (2006) cis- and trans-Acting determinants of transcription termination by yeast RNA polymerase II. Molecular and cellular biology 26: 2688–2696. 1653791210.1128/MCB.26.7.2688-2696.2006PMC1430333

[64] ArigoJT, CarrollKL, AmesJM, CordenJL (2006) Regulation of yeast NRD1 expression by premature transcription termination. Mol Cell 21: 641–651. 1650736210.1016/j.molcel.2006.02.005

[65] MartensJA, LapradeL, WinstonF (2004) Intergenic transcription is required to repress the Saccharomyces cerevisiae SER3 gene. Nature 429: 571–574. 1517575410.1038/nature02538

[66] PelechanoV, SteinmetzLM (2013) Gene regulation by antisense transcription. Nat Rev Genet 14: 880–893. 10.1038/nrg3594 24217315

[67] CamblongJ, BeyrouthyN, GuffantiE, SchlaepferG, SteinmetzLM, et al (2009) Trans-acting antisense RNAs mediate transcriptional gene cosuppression in S. cerevisiae. Genes Dev 23: 1534–1545. 10.1101/gad.522509 19571181PMC2704465

[68] HouseleyJ, RubbiL, GrunsteinM, TollerveyD, VogelauerM (2008) A ncRNA modulates histone modification and mRNA induction in the yeast GAL gene cluster. Mol Cell 32: 685–695. 10.1016/j.molcel.2008.09.027 19061643PMC7610895

[69] UhlerJP, HertelC, SvejstrupJQ (2007) A role for noncoding transcription in activation of the yeast PHO5 gene. Proceedings of the National Academy of Sciences of the United States of America 104: 8011–8016. 1747080110.1073/pnas.0702431104PMC1859995

[70] CloutierSC, WangS, MaWK, PetellCJ, TranEJ (2013) Long noncoding RNAs promote transcriptional poising of inducible genes. PLoS Biol 11: e1001715 10.1371/journal.pbio.1001715 24260025PMC3833879

[71] TerziN, ChurchmanLS, VasiljevaL, WeissmanJ, BuratowskiS (2011) H3K4 trimethylation by Set1 promotes efficient termination by the Nrd1-Nab3-Sen1 pathway. Mol Cell Biol 31: 3569–3583. 10.1128/MCB.05590-11 21709022PMC3165552

[72] YassourM, PfiffnerJ, LevinJZ, AdiconisX, GnirkeA, et al (2010) Strand-specific RNA sequencing reveals extensive regulated long antisense transcripts that are conserved across yeast species. Genome Biol 11: R87 10.1186/gb-2010-11-8-r87 20796282PMC2945789

[73] LenstraTL, TudekA, ClauderS, XuZ, PachisST, et al (2013) The role of Ctk1 kinase in termination of small non-coding RNAs. PLoS One 8: e80495 10.1371/journal.pone.0080495 24324601PMC3851182

[74] MayerA, LidschreiberM, SiebertM, LeikeK, SodingJ, et al (2010) Uniform transitions of the general RNA polymerase II transcription complex. Nat Struct Mol Biol 17: 1272–1278. 10.1038/nsmb.1903 20818391

[75] AkhtarMS, HeidemannM, TietjenJR, ZhangDW, ChapmanRD, et al (2009) TFIIH kinase places bivalent marks on the carboxy-terminal domain of RNA polymerase II. Mol Cell 34: 387–393. 10.1016/j.molcel.2009.04.016 19450536PMC2757088

[76] RondonAG, MischoHE, KawauchiJ, ProudfootNJ (2009) Fail-safe transcriptional termination for protein-coding genes in S. cerevisiae. Molecular cell 36: 88–98. 10.1016/j.molcel.2009.07.028 19818712PMC2779338

[77] GhazalG, GagnonJ, JacquesP-E, LandryJ-R, RobertF, et al (2009) Yeast RNase III Triggers Polyadenylation-dependent Transcription Termination. Molecular Cell 36: 99–109. 10.1016/j.molcel.2009.07.029 19818713

[78] LoyaTJ, O’RourkeTW, ReinesD (2013) Yeast Nab3 protein contains a self-assembly domain found in human heterogeneous nuclear ribonucleoprotein-C (hnRNP-C) that is necessary for transcription termination. J Biol Chem 288: 2111–2117. 10.1074/jbc.M112.430678 23192344PMC3554884

[79] WinzelerEA, ShoemakerDD, AstromoffA, LiangH, AndersonK, et al (1999) Functional characterization of the S. cerevisiae genome by gene deletion and parallel analysis. Science 285: 901–906. 1043616110.1126/science.285.5429.901

[80] PuigO, CasparyF, RigautG, RutzB, BouveretE, et al (2001) The tandem affinity purification (TAP) method: a general procedure of protein complex purification. Methods 24: 218–229. 1140357110.1006/meth.2001.1183

[81] Homer NMBarry; NelsonStanley F. (2009) BFAST: An Alignment Tool for Large Scale Genome Resequencing. PLOS ONE 4: e7767 10.1371/journal.pone.0007767 19907642PMC2770639

[82] BreeseMR, LiuY (2013) NGSUtils: a software suite for analyzing and manipulating next-generation sequencing datasets. Bioinformatics 29: 494–496. 10.1093/bioinformatics/bts731 23314324PMC3570212

[83] RobinsonMD, McCarthyDJ, SmythGK (2010) edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26: 139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[84] RobinsonJT, ThorvaldsdottirH, WincklerW, GuttmanM, LanderES, et al (2011) Integrative genomics viewer. Nat Biotechnol 29: 24–26. 10.1038/nbt.1754 21221095PMC3346182

[85] ThorvaldsdottirH, RobinsonJT, MesirovJP (2013) Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief Bioinform 14: 178–192. 10.1093/bib/bbs017 22517427PMC3603213

[86] BeissbarthT, SpeedTP (2004) GOstat: find statistically overrepresented Gene Ontologies within a group of genes. Bioinformatics 20: 1464–1465. 1496293410.1093/bioinformatics/bth088

[87] MosleyAL, SardiuME, PattendenSG, WorkmanJL, FlorensL, et al (2011) Highly reproducible label free quantitative proteomic analysis of RNA polymerase complexes. Mol Cell Proteomics 10: M110 000687 10.1074/mcp.M110.000687 21048197PMC3033667

[88] Huang daW, ShermanBT, LempickiRA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4: 44–57. 10.1038/nprot.2008.211 19131956

[89] SchwalbB, SchulzD, SunM, ZacherB, DumckeS, et al (2012) Measurement of genome-wide RNA synthesis and decay rates with Dynamic Transcriptome Analysis (DTA). Bioinformatics 28: 884–885. 10.1093/bioinformatics/bts052 22285829

[90] SunM, SchwalbB, SchulzD, PirklN, EtzoldS, et al (2012) Comparative dynamic transcriptome analysis (cDTA) reveals mutual feedback between mRNA synthesis and degradation. Genome Res 22: 1350–1359. 10.1101/gr.130161.111 22466169PMC3396375

[91] LangmeadB, TrapnellC, PopM, SalzbergSL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[92] LiH, HandsakerB, WysokerA, FennellT, RuanJ, et al (2009) The Sequence Alignment/Map format and SAMtools. Bioinformatics 25: 2078–2079. 10.1093/bioinformatics/btp352 19505943PMC2723002

# Supplementary material for: The Exosome Component Rrp6 Is Required for RNA Polymerase II Termination at Specific Targets of the Nrd1-Nab3 Pathway
**Source:** PLoS Genet. 2015 Feb 13;11(2):e1004999. doi: 10.1371/journal.pgen.1004999
**Supplement:** S1 Table — Table includes differential expression data expressed in log2 rrp6Δ/WT ratio (i.e. fold change), as well as p-values and false discovery rate (FDR), all calculated from four replicates by the EdgeR program as discussed in the methods. Class abbreviations are ORF-T: open reading frame transcript, AST: antisense transcript, NUT: Nrd1-unterminated transcript, SRT: Ssu72-restricted transcript, SUT: stable unannotated transcript, CUT: cryptic unstable transcript, sn/snoRNA-ET: Extended region of an sn/snoRNA. Transcript name listed is the systematic name where possible. “AS_” preceding the name designates antisense transcripts, NUTs, CUTs, SUTs, and SRTs are listed as the number provided by their original publications [11, 46, 59]. “N.reads” columns are normalized read counts, calculated by EdgeR.

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 1

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 2

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 3

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 4

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 5

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 6

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 7

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 8

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 9

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 10

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 11

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 12

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 13

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 14

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 15

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 16

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 17

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 18

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 19

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 20

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 21

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 22

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 23

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 24

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 25

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 26

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 27

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 28

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 29

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 30

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 31

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 32

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 33

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 34

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 35

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 36

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 37

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 38

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 39

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 40

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 41

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 42

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 43

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 44

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 45

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 46

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 47

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 48

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 49

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 50

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 51

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 52

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 53

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 54

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 55

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 56

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 57

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 58

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 59

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 60

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 61

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 62

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 63

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 64

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 65

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 66

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 67

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 68

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 69

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 70

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 71

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 72

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 73

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 74

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 75

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 76

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 77

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 78

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 79

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 80

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 81

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 82

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 83

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 84

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 85

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 86

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 87

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 88

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 89

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 90

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 91

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 92

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 93

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 94

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 95

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 96

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 97

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 98

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 99

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 100

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 101

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 102

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 103

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 104

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 105

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 106

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 107

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 108

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 109

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 110

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 111

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 112

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 113

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 114

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 115

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 116

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 117

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 118

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 119

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 120

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 121

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 122

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 123

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 124

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 125

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 126

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 127

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 128

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 129

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 130

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 131

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 132

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 133

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 134

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 135

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 136

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 137

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 138

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 139

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 140

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 141

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 142

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 143

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 144

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 145

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 146

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 147

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 148

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 149

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 150

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 151

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 152

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 153

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 154

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 155

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 156

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 157

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 158

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 159

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 160

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 161

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 162

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 163

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 164

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 165

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 166

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 167

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 168

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 169

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 170

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 171

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 172

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 173

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 174

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 175

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 176

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 177

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 178

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 179

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 180

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 181

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 182

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 183

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 184

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 185

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 186

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 187

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 188

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 189

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 190

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 191

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 192

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 193

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 194

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 195

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 196

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 197

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 198

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 199

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 200

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 201

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 202

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 203

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 204

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 205

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 206

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 207

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 208

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 209

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 210

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 211

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 212

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 213

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 214

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 215

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 216

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 217

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 218

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 219

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 220

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 221

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 222

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 223

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 224

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 225

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 226

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 227

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 228

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 229

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 230

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 231

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 232

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 233

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 234

TABLE S1: Differential expression data for RRP6 RNA-Seq dataset Page 235

[truncated: 959,950 more chars]

# Supplementary material for: The Exosome Component Rrp6 Is Required for RNA Polymerase II Termination at Specific Targets of the Nrd1-Nab3 Pathway
**Source:** PLoS Genet. 2015 Feb 13;11(2):e1004999. doi: 10.1371/journal.pgen.1004999
**Supplement:** S2 Table — Table includes GO identification number (“Best GOs”), number of hits from GOStat analysis of our down-regulated protein coding gene list matching the GO ID (“Count”), total number of genes assigned the GO ID (“Total”), p-value for the GO term, and the descriptor for the GO ID. Information calculated using GOstat, as described in the methods.

**Supplemental Table 2: Top 30 GO-terms enriched in the down-regulated protein coding gene dataset**

| Best GOs<br>(Max: 30)      | Count<br>927 | Total<br>6476 | P-Value  | Ontology                                   |
|----------------------------|--------------|---------------|----------|--------------------------------------------|
| <a href="#">GO:0005830</a> | 115          | 175           | 6.43E-82 | Cytosolic Ribosome                         |
| <a href="#">GO:0044445</a> | 120          | 196           | 6.71E-77 | Cytosolic Part (Cytosol Component)         |
| <a href="#">GO:0003735</a> | 122          | 230           | 9.32E-62 | Structural Constituent of Ribosome         |
| <a href="#">GO:0033279</a> | 123          | 240           | 8.96E-59 | Ribosome                                   |
| <a href="#">GO:0005842</a> | 68           | 97            | 1.37E-52 | Cytosolic Large Ribosomal Subunit          |
| <a href="#">GO:0005840</a> | 139          | 353           | 2.12E-40 | Ribosome                                   |
| <a href="#">GO:0015934</a> | 76           | 142           | 3.29E-38 | Large Ribosomal Subunit                    |
| <a href="#">GO:0005843</a> | 45           | 64            | 2.49E-34 | Cytosolic Small Ribosomal Subunit          |
| <a href="#">GO:0043228</a> | 259          | 1032          | 1.65E-24 | Non-Membrane-Bound Organelle               |
| <a href="#">GO:0043232</a> | 259          | 1032          | 1.65E-24 | Intracellular Non-Membrane-Bound Organelle |
| <a href="#">GO:0030529</a> | 177          | 622           | 1.38E-23 | Ribonucleoprotein Complex                  |
| <a href="#">GO:0015935</a> | 47           | 98            | 7.85E-19 | Small Ribosomal Subunit                    |
| <a href="#">GO:0009277</a> | 46           | 114           | 5.68E-13 | Fungal-Type Cell Wall                      |
| <a href="#">GO:0005618</a> | 46           | 114           | 5.68E-13 | Cell Wall                                  |
| <a href="#">GO:0030312</a> | 46           | 114           | 5.68E-13 | External Encapsulating Structure           |
| <a href="#">GO:0005829</a> | 145          | 623           | 4.07E-09 | Cytosol                                    |
| <a href="#">GO:0044422</a> | 420          | 2309          | 5.66E-09 | Organelle Part                             |
| <a href="#">GO:0044446</a> | 420          | 2309          | 5.66E-09 | Intracellular Organelle Part               |
| <a href="#">GO:0043229</a> | 666          | 4023          | 6.50E-09 | Intracellular Organelle                    |
| <a href="#">GO:0043226</a> | 666          | 4024          | 6.63E-09 | Organelle                                  |
| <a href="#">GO:0044249</a> | 209          | 1009          | 3.93E-08 | Cellular Biosynthetic Process              |
| <a href="#">GO:0032991</a> | 322          | 1705          | 4.54E-08 | Macromolecular Complex                     |
| <a href="#">GO:0044464</a> | 846          | 5490          | 3.67E-07 | Cell Part                                  |
| <a href="#">GO:0006412</a> | 145          | 687           | 9.57E-06 | Translation                                |
| <a href="#">GO:0005737</a> | 602          | 3699          | 2.15E-05 | Cytoplasm                                  |
| <a href="#">GO:0009058</a> | 236          | 1251          | 3.37E-05 | Biosynthetic Process                       |
| <a href="#">GO:0044444</a> | 458          | 2717          | 6.65E-05 | Cytoplasmic Part                           |
| <a href="#">GO:0009987</a> | 729          | 4653          | 6.65E-05 | Cellular Process                           |
| <a href="#">GO:0005199</a> | 12           | 19            | 0.000102 | Structural Constituent of Cell Wall        |
| <a href="#">GO:0030150</a> | 13           | 22            | 0.000104 | Protein Import into Mitochondrial Matrix   |

# Supplementary material for: The Exosome Component Rrp6 Is Required for RNA Polymerase II Termination at Specific Targets of the Nrd1-Nab3 Pathway
**Source:** PLoS Genet. 2015 Feb 13;11(2):e1004999. doi: 10.1371/journal.pgen.1004999
**Supplement:** S3 Table — Table includes differential expression data expressed in log2 rrp6Δ/WT ratio (i.e. fold change) as well as p-values and false discovery rate (FDR), all calculated from four replicates by the EdgeR program as discussed in the methods. Table also includes standard gene names (or acronyms) for clarity. Significantly downregulated transcripts are in red-shaded cells whereas upregulated sn/snoRNAs are in green-shaded cells.

Table S3: Differential expression information for the ribosomal protein coding transcripts Page 1

Table S3: Differential expression information for the ribosomal protein coding transcripts Page 2

Table S3: Differential expression information for the ribosomal protein coding transcripts Page 3

| Transcript name | Standard gene name | RRP6_KO_ vs WT log2 FC | RRP6_KO vs WT p-value | RRP6_KO vs_WT FDR |
|-----------------|--------------------|------------------------|-----------------------|-------------------|
| YHR010W         | RPL27A             | -0.601308              | 0.0493884             | 0.126694          |
| YMR143W         | RPS16A             | -0.599466              | 0.0346025             | 0.096177          |
| YDR382W         | RPP2B              | -0.589555              | 0.0261842             | 0.0766            |
| YPR132W         | RPS23B             | -0.583809              | 0.0406487             | 0.109395          |
| YOR167C         | RPS28A             | -0.576323              | 0.0495282             | 0.126891          |
| YHR021C         | RPS27B             | -0.560382              | 0.0628014             | 0.152233          |
| YGR118W         | RPS23A             | -0.559219              | 0.042936              | 0.113849          |
| YML026C         | RPS18B             | -0.557373              | 0.059988              | 0.146896          |
| YGL135W         | RPL1B              | -0.55551               | 0.0363786             | 0.100071          |
| YJL136C         | RPS21B             | -0.549716              | 0.0446804             | 0.117424          |
| YJR094W-A       | RPL43B             | -0.536115              | 0.0754008             | 0.17443           |
| YJR145C         | RPS4A              | -0.533175              | 0.0835771             | 0.188317          |
| YLR075W         | RPL10              | -0.512194              | 0.0608524             | 0.148472          |
| YJL189W         | RPL39              | -0.505149              | 0.0831211             | 0.18768           |
| YMR230W         | RPS10B             | -0.503579              | 0.0968439             | 0.210189          |
| YPL220W         | RPL1A              | -0.468115              | 0.0691459             | 0.163534          |
| YKL156W         | RPS27A             | -0.41425               | 0.1248119             | 0.252818          |
| YGL076C         | RPL7A              | -0.39988               | 0.1361771             | 0.270211          |
| YHR062C         | RPP1               | -0.376622              | 0.1612654             | 0.303452          |
| YNL067W         | RPL9B              | -0.371443              | 0.1648438             | 0.308062          |
| YDL133C-A       | RPL41B             | -0.319501              | 0.2893062             | 0.453218          |
| YBR084C-A       | RPL19A             | -0.317091              | 0.2983566             | 0.46308           |
| YDL184C         | RPL41A             | -0.307528              | 0.3224259             | 0.486798          |
| YPL198W         | RPL7B              | 0.1986869              | 0.5286336             | 0.665783          |
| YPL081W         | RPS9A              | 0.5890903              | 0.0698796             | 0.164873          |
| YNL301C         | RPL18B             | 1.060323               | 4.82E-05              | 0.000323          |
| YJL191W         | RPS14B             | 1.3124904              | 2.56E-06              | 2.49E-05          |

# Supplementary material for: The Exosome Component Rrp6 Is Required for RNA Polymerase II Termination at Specific Targets of the Nrd1-Nab3 Pathway
**Source:** PLoS Genet. 2015 Feb 13;11(2):e1004999. doi: 10.1371/journal.pgen.1004999
**Supplement:** S4 Table — Table includes differential expression data expressed in log2 rrp6Δ/WT ratio (i.e. fold change), as well as p-values and false discovery rate (FDR), all calculated from four replicates by the EdgeR program as discussed in the methods. Significantly downregulated sn/snoRNAs are in red-shaded cells whereas upregulated sn/snoRNAs are in green-shaded cells.

Table S4: Differential expression data for sn / snoRNA transcripts Page 1

| Transcript class | Standard gene name | RRP6_KO_ vs WT log2 FC | RRP6_KO vs WT p-value | RRP6_KO vs_WT FDR |
|------------------|--------------------|------------------------|-----------------------|-------------------|
| sn/snoRNA        | SNR76              | -0.22956588            | 0.418323974           | 0.574389084       |
| sn/snoRNA        | SNR24              | -0.21919324            | 0.503883819           | 0.645965476       |
| sn/snoRNA        | SNR37              | -0.19816656            | 0.533192777           | 0.669193761       |
| sn/snoRNA        | SNR4               | -0.12520244            | 0.739787893           | 0.827326293       |
| sn/snoRNA        | SNR41              | -0.12260904            | 0.665292218           | 0.771659389       |
| sn/snoRNA        | SNR48              | -0.09075816            | 0.808692987           | 0.875736692       |
| sn/snoRNA        | SNR45              | -0.08311355            | 0.795439103           | 0.867438943       |
| sn/snoRNA        | SNR69              | -0.07913845            | 0.782649698           | 0.859253082       |
| sn/snoRNA        | SNR67              | -0.05616709            | 0.856106882           | 0.907683924       |
| sn/snoRNA        | SNR72              | -0.05584022            | 0.859360009           | 0.909698334       |
| sn/snoRNA        | SNR11              | -0.0514268             | 0.89548336            | 0.933960656       |
| sn/snoRNA        | SNR7               | -0.0381921             | 0.903347021           | 0.93988355        |
| sn/snoRNA        | SNR82              | 0.020484443            | 0.948940617           | 0.970148067       |
| sn/snoRNA        | SNR17A             | 0.055254753            | 0.862752868           | 0.911471967       |
| sn/snoRNA        | SNR17B             | 0.072352447            | 0.81444406            | 0.880168674       |
| sn/snoRNA        | SNR58              | 0.092225721            | 0.760947806           | 0.843045229       |
| sn/snoRNA        | SNR39              | 0.106069082            | 0.71306577            | 0.806839679       |
| sn/snoRNA        | SNR62              | 0.15611664             | 0.674808634           | 0.778214861       |
| sn/snoRNA        | SNR19              | 0.158597522            | 0.586520686           | 0.711472945       |
| sn/snoRNA        | SNR51              | 0.206204667            | 0.507219697           | 0.64875741        |
| sn/snoRNA        | SNR68              | 0.243528938            | 0.498762767           | 0.641357274       |
| sn/snoRNA        | SNR5               | 0.259200468            | 0.481388595           | 0.627416647       |
| sn/snoRNA        | SNR13              | 0.279318313            | 0.418252867           | 0.574389084       |
| sn/snoRNA        | SNR85              | 0.306657293            | 4.10E-01              | 5.68E-01          |
| sn/snoRNA        | SNR74              | 0.374300957            | 2.84E-01              | 4.47E-01          |

# Supplementary material for: The Exosome Component Rrp6 Is Required for RNA Polymerase II Termination at Specific Targets of the Nrd1-Nab3 Pathway
**Source:** PLoS Genet. 2015 Feb 13;11(2):e1004999. doi: 10.1371/journal.pgen.1004999
**Supplement:** S5 Table — Oligonucleotide sequences for each strand specific probe used for end labeling and northern blot analysis.

Table S5: Sequences for DNA oligonucleotide probes used for northern blot

| Name                    | Sequence                                | Reference  |
|-------------------------|-----------------------------------------|------------|
| snR13 Probe             | GCC AAA CAG CAA CTC GAG CCA AAT GCA CTC | This study |
| snR3 Probe              | GCT CGA TCT TCG TAC TGT CTA ATG CGG TGG | This study |
| snR11 Probe             | CTA TCA ACC GCG AGC ACG ACA GTG         | This study |
| <i>FMP40</i> Probe      | GTA CCC AAC TTC TGG GGA CAA ACA ACG GG  | This study |
| <i>YPL222C</i> -A Probe | CCC GTT GTT TGT CCC CAG AAG TTG GGT AC  | This study |

How the deposited data were processed for this re-analysis (not part of the article)

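RNA-Seq of total RNA from 4 replicates of a wild-type strain (WT) and 4 replicates of a strain lacking *RRP6* (*rrp6Δ*) was analysed from the table that the authors deposited. The authors depleted rRNA, sequenced strand-specific single reads on a SOLiD instrument, mapped them to sacCer3 with bfast and counted them per annotated transcript with bamutils. The methods describe a mapping without rRNA and tRNA reads that used a splice-junction library and a mapping to the genome alone that kept them, and do not name the one behind the table. The authors deposited a raw read count per transcript and library, which is a whole number without normalization, and these counts were the values analysed. The authors also deposited a normalized signal per transcript and library. Each of these signal values is the count divided by 1 constant per library, an effective library size set with edgeR. The log2 fold change, the p-value and the FDR of the authors' comparison of *rrp6Δ* with WT are deposited as well, from edgeR. These were used only beside the values computed here, and the normalized signal was used only for the authors' effective library sizes.

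The table lists 10054 transcripts, none without reads. Of the ORF-Ts, 5530 carry a locus tag of the RefSeq annotation, and of 958 antisense transcripts whose ORF is in RefSeq, 952 have the coordinates of that ORF. Total counts lay between 6904004 and 12666126 per library, and TMM factors between 0.735 and 1.37. A floor of 3 counts corresponds to between 0.183 and 0.444 normalized counts. Between 75 and 303 transcripts had no count in a WT library, and between 0 and 3 in an *rrp6Δ* library. Because annotations overlap, reads of a mature sn/snoRNA are also counted on transcripts that hold it, and reads of paralogs can be shared. A read can also be counted on both an sn/snoRNA and its ET.

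Counts were analysed in R 4.3.3 with edgeR 4.0.16. Libraries were scaled with TMM over all transcripts, no transcript was removed for low counts, and the strains were compared with glmQLFit and glmQLFTest without covariates. P-values were adjusted with the Benjamini-Hochberg method over all transcripts. The thresholds were those of the paper, a fold change of 1.5, a p-value under 0.05 and an FDR of 0.1 or less. Standard errors of log2 fold changes were computed as their size divided by the square root of F. Normalized counts are CPM values computed with the TMM-scaled library size, given as mean and SD over 4 libraries. Single transcripts and shares were also compared with two-sided exact permutation tests over the 70 arrangements of 4 libraries against 4. Fisher's exact test, permutation tests with 100000 permutations, and correlations were computed in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. The ribosomal protein transcripts are the 137 of S3 Table, tested as a set with camera and fry of limma 3.58.1. Intervals on single shares are 95% Wilson intervals and cover counting error only.

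Transcripts reported by name were those the paper names with RNA-Seq values, the ribosomal protein transcripts up-regulated past the thresholds, the 5 largest rises and 5 largest falls among transcripts past the thresholds whose libraries did not overlap between strains, ranked by the fitted fold change, and within a class its 2 largest changes by the same rule. Others are said to be named after their values were seen. A fold against WT libraries that all had 3 counts or fewer was computed against that floor and is a lower bound.

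The numbers 1 to 4 appear to pair the libraries. After removing the strain means, the correlation of the log2 values was between 0.409 and 0.573 for WT and *rrp6Δ* libraries with the same number and between -0.389 and 0.005 for other pairs. A fit with the replicate number as a block was therefore run beside the one without it.

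The alternatives were DESeq2 1.42.0 with its size factors, edgeR's exact test, edgeR's filterByExpr, at least 10 counts in every library, TMM factors from ORF-Ts only, library totals alone, totals and TMM without sn/snoRNAs, ETs and NUTs, an FDR of 0.05, the fold change alone, the replicate block, and each library left out in turn. These 18 settings, the tests and the rule for names were chosen before the data were examined, as were an antisense transcript called at an FDR of 0.05, convergent ORF-Ts within 1000 bases, ET counts over mature counts or with 0.5 added, and fry and an estimated correlation beside camera. Settings chosen after the data were examined were 3: sn/snoRNA counts taken off the ORF-Ts and NUTs that hold them (8 values that fell below 0 were set to 0), the authors' effective library sizes, and the block together with TMM factors from ORF-Ts only. Heat-shock genes and genes of alpha and *MATa* cells were listed from general knowledge before their values were read.

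The procedure was tested on simulated data in which 200 of the transcripts were changed. It called 130 of them, all in the right direction, 100 of the 136 with a CPM of at least 5, and 7 of the 9854 unchanged ones. The simulated changes were as many up as down, and the simulated replicates were not paired. In the real data most CUTs, NUTs and antisense transcripts rise, so the simulation does not test the scaling under such a change. In a simulation of shares the exact test found 200 of 200 differing shares and called 4 of 200 equal ones.

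ChIP-exo, northern blots and tiling arrays were not analysed here, nor were reads along a transcript, so that where a transcript ends is taken from the annotation. GO annotation was not used here.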

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

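The heat-shock genes and the other splits of the libraries were tested after the results below had been seen. In 9 of 118 groups of 4 libraries that were examined, 1 library lay far from the others by Dixon's criterion, where 5.9 groups would by chance, so a single one of them carries little weight.

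In WT replicate 4, *NAB3* had a normalized count of 63.1, where the other WT libraries had between 23.7 and 30.0, and *RPL4B* had 98.3, where they had between 47.5 and 52.7. Without WT replicate 4 the log2 fold changes were -0.11 for *NAB3* and -0.88 for *RPL4B*. The same library was high for *SSA4* and *HSP42*, by 2.83 and 3.56 on the log2 scale against the other WT libraries, which was noticed in the data. A list of 12 other heat-shock genes was then tested, and its median was 1.79 above the other WT libraries, with 11 of the 12 higher. Of 10000 random lists matched on mean count, 0% were as high. In *rrp6Δ* replicate 4 the list was also high (0.94, 11 of 12 genes, 0% of matched lists). A heat-shock response in the culture of WT replicate 4 is a candidate explanation for the heat-shock genes, and the replicate of the same number in *rrp6Δ* may share it. Whether the values of *NAB3* and *RPL4B* have the same source was not tested, and neither gene is on the list. Reads that *RPL4B* shares with its paralog stay open as well.

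In WT replicate 2, *SER3* had a normalized count of 244, against 80.8 to 99.8 in the other WT libraries, and without this library its log2 fold change was 0.42 in place of -0.07. The snR37 ET stood at 0.754 (others 0.285 to 0.338), the snR30 ET at 1.63 (others 0.254 to 0.428), NUT0629 at 0.629 (others 0 to 0.0846) and AS_YJL104W at 0.126 (others 0). Except for *SER3*, these values come from between 1 and 13 counts, and AS_YJL104W overlaps the snR37 ET on the same strand, so that their reads are not independent. Without WT replicate 2 the log2 fold change of the snR37 ET was 5.59 in place of 5.18. Across the fits that each left out 1 library, the log2 fold change of NUT0629 lay between 3.72 and 5.98. That of the snR30 ET lay between 4.66 and 5.93. With all libraries these values were 4.04 and 4.94. No technical or biological explanation was tested for these values.

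CUT274 had a normalized count of 0.0846 in WT replicate 1, which is a single count, and 0 in the other WT libraries. *YJR129C* had 1.72 in *rrp6Δ* replicate 4, against 0.831 to 0.982 in the other *rrp6Δ* libraries, and its log2 fold change was -1.67 without that library. No explanation was tested for either value.

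The paper lists changes of the Ssu72-restricted transcripts (SRTs) in its supplement and does not discuss them in its text. Of the 198 in the table, 88 were up-regulated in *rrp6Δ* and 3 were down-regulated (SRT294, SRT555 and SRT445, named after their values were seen), with a median log2 fold change of 0.90. All *rrp6Δ* libraries lay above all WT libraries for 65 of them, where 1.43% of transcripts would by chance. No other split of the 8 libraries gave more than 1 call in any class of transcripts, but the other splits mix the strains, which keeps their calls low. Reads shared with overlapping CUTs, NUTs or SUTs were not examined for this class, so whether SRTs rise apart from those transcripts stays open.

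Several transcripts that the paper does not discuss were at or under 3 counts in each WT library and above the WT floor of 0.254 to 0.444 normalized counts in *rrp6Δ*. Their mean normalized counts in *rrp6Δ* were 0.970 for YEL020C-B, 0.923 for CUT397, 0.925 for AS_YEL020W-A, 2.80 for CUT274 and 2.76 for AS_YJL104W. YEL020C-B and AS_YEL020W-A overlap on the same strand, so they count largely as 1 observation. Library size is taken up by the normalization and by the floor of each library, against which all 5 were at least 2.46-fold higher in *rrp6Δ*. AS_YJL104W shares reads with the snR37 ET, so its rise may be that of the ET, whose log2 fold change lay between 4.93 and 5.59 across the fits that each left out 1 library.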

How the results depend on the processing

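No test in this part was chosen after its result was seen, apart from the settings said to be chosen later. Many values changed with how the libraries are scaled. The minimum of 10 counts in every library also moved counts strongly, with up-regulated CUTs going from 595 of 732 to 52 of the 99 left. With TMM factors from ORF-Ts only, 226 ORF-Ts were up-regulated and 149 down-regulated, 10 sn/snoRNAs and 35 ribosomal protein transcripts were down-regulated, and 3.76% of the ORF-Ts with a raised antisense transcript were (Fisher's exact test, p = 0.065, for the sense change where the antisense transcript rose). The length of down-regulated against other ORF-Ts differed by -166 nucleotides (permutation p = 0.0761). Signs reversed for *STR2* (0.094), *TRS31* (0.070), snR11 (0.20), NUT0607 (0.22), snR37 (0.059) and *SER3* (0.24). *HRP1* was called, with a log2 fold change of 0.72.

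With library totals alone, 222 ORF-Ts were up-regulated and 85 down-regulated, and 12 sn/snoRNAs, 18 ribosomal protein transcripts and 2.16% of the ORF-Ts with a raised antisense transcript were down-regulated (p = 0.05005, Fisher's exact test for the sense change where the antisense transcript rose). The length of down-regulated against other ORF-Ts was -83.5 nucleotides (permutation p = 0.497), and for the length of down-regulated against other ORF-Ts, without ribosomal protein transcripts, it was 80.8 (permutation p = 0.561). Signs reversed for snR3 (0.049), *STR2* (0.13), *TRS31* (0.11), snR11 (0.26), NUT0607 (0.29), snR37 (0.15) and *SER3* (0.34), while *HRP1*, snR13 and NUT0167 were called up-regulated. With totals and TMM without sn/snoRNAs, ETs and NUTs, 394 ORF-Ts, 12 sn/snoRNAs and 73 ribosomal protein transcripts were down-regulated, and snR11 (0.032), NUT0607 (0.055) and *SER3* (0.079) changed sign. These scalings moved the median of the ORF-Ts by 0.31, 0.36 and 0.14 on the log2 scale, which moves every count of down-regulated transcripts the same way by construction.

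With at least 10 counts in every library, which removes transcripts that WT cells hardly express, 37 ORF-Ts, 52 CUTs, 218 NUTs, 98 SUTs and 93 antisense transcripts were up-regulated and 12 sn/snoRNAs down-regulated. This filter left 99 CUTs, 533 NUTs, 416 SUTs and 463 antisense transcripts. The length of down-regulated against other ORF-Ts, without ribosomal protein transcripts, then differed by -123 nucleotides (permutation p = 0.0265), and the cause was not tested. An FDR of 0.05 left 511 down-regulated ORF-Ts and 12 down-regulated sn/snoRNAs, and the fold change alone gave 188 higher ORF-Ts. The difference of -0.47 between ribosomal protein transcripts and other ORF-Ts had p = 0.0873 in camera with an estimated correlation, which is past 0.05, and p = 0.031 with library totals alone, where the estimated correlation was 0.23. Under the other scalings and without any 1 library the p of this camera test stayed above 0.05.

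With the replicate number as a block, *SER3* had a log2 fold change of 0.046 in place of -0.073, and the block changed no other call or direction of the results tested as a whole or by name. It gave 1117 down-regulated ORF-Ts in place of 820, and it lowered the FDR of snR71 to 0.0037 (0.0037 to 0.387 over the alternatives) and that of *NRD1* to 0.0058 (8.65e-04 to 0.213 over the alternatives). Combined with TMM factors from ORF-Ts only, a setting chosen after the data were examined, the block gave 315 up-regulated and 269 down-regulated ORF-Ts, 355 up-regulated SUTs, and 13 sn/snoRNAs, 37 ribosomal protein transcripts and 7.72% of the ORF-Ts with a raised antisense transcript down-regulated (Fisher's exact test, p = 0.123, for the sense change where the antisense transcript rose). The lengths differed by -66.7 nucleotides, and by 25.6 without ribosomal protein transcripts. *STR2* (0.10), *TRS31* (0.039), snR11 (0.17), NUT0607 (0.19), snR37 (0.14) and *SER3* (0.36) changed sign. With sn/snoRNA counts taken off the transcripts that hold them, also chosen later, NUT0349 (1.85) and NUT0607 (4.19) changed sign, and NUT0426 was up-regulated. The rise of these NUTs can be that of the ETs inside them.

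Across the 8 fits that each left out 1 library, between 389 (without *rrp6Δ* replicate 1) and 920 (without WT replicate 2) ORF-Ts, 60 to 112 ribosomal protein transcripts and 11 to 24 sn/snoRNAs were down-regulated. Without WT replicate 4 there were 455 such ORF-Ts, and without WT replicate 3 there were 74 such ribosomal protein transcripts. Down-regulated sn/snoRNAs numbered 12 without *rrp6Δ* replicate 4 and 13 without WT replicate 2 or 3. The length of down-regulated against other ORF-Ts lay between -305 and 37.2 nucleotides and, without ribosomal protein transcripts, between -158 and 120, the highest without WT replicate 3 in both. Log2 fold changes that changed sign lay between -0.094 and 0.26 for NUT0426, -0.24 and 0.20 for NUT0607, -0.25 and 0.42 for *SER3*, -0.26 and 0.18 for snR11 and -0.41 and 0.048 for snR37. Apart from constructions named above, the cause of these changes was not tested.

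Within the same 8 fits the up-regulated CUTs (544 to 611), NUTs (732 to 859), SUTs (154 to 219), antisense transcripts (657 to 700), ETs (43 to 57) and ORF-Ts (91 to 143) stayed within 1.5 times their counts, and the CUTs, NUTs and antisense transcripts also did under each other alternative except the minimum of 10 counts. So did the ET shares of snR37 (0.289% to 0.412%) and snR33 (4.61% to 6.30%), which kept their direction under each alternative run. Of the 56 named transcripts, 39 kept their call and direction under each alternative. Over 1152 values, 1071 kept both, 37 lost the call, 8 gained one and 36 changed sign. Calls were lost for *NRD1* (7 of the 8 libraries left out, at least 10 counts, and an FDR of 0.05), snR71 and NUT0349, all close to an FDR of 0.1, and for *RPS22B* without the counts of snR44. They were gained for *FMP40* without WT replicate 3, for *NAB3* by fold change alone, and for *HRP1*, snR13, NUT0167 and NUT0426 under the settings given above.

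Depth limits the transcripts that WT cells hardly express. A fold change of these is a lower bound set by the floor of 3 counts, and 276 of the 732 CUTs were above that floor in every WT library.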

Differences from the paper's values

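The paper describes higher *HRP1* RNA from reads along the gene. Over the whole transcript *HRP1* had a log2 fold change of 0.39 (standard error 0.27, FDR = 0.288, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), which is in the same direction and was not called. The authors' deposited values for *HRP1*, a log2 fold change of 0.45 and an FDR of 0.279, do not pass the thresholds either. Of the alternatives set before the data were examined, TMM factors from ORF-Ts only (0.72) and library totals alone (0.78) called it up-regulated. The replicate block together with TMM factors from ORF-Ts only, which was chosen after seeing the values, also did (0.67).

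The paper counts 3 ribosomal protein transcripts with a rise of more than 1.5-fold. In the authors' deposited values 3 are higher by fold change alone and 2 past all thresholds, the third being *RPS9A* (log2 fold change 0.589, FDR = 0.165). Here 2 were higher by fold change alone and 2 past all thresholds. With TMM factors from ORF-Ts only, library totals alone, without WT replicate 2 and without *rrp6Δ* replicate 4, the number past all thresholds was 3. It was also 3 with sn/snoRNA reads taken off the transcripts that hold them and with the replicate block together with TMM factors from ORF-Ts only, which were chosen after seeing the values.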

Other observations

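The tests of other splits of the libraries, of the scaling, of the reads of sn/snoRNAs inside *RPS22B* and NUTs, of counts on the wrong strand, and of mating-type genes were chosen after the results had been seen, as were the permutation within 5 classes of abundance, the use of Fisher's exact test on the convergent ORF-Ts without ribosomal protein transcripts and the reading of the 4 pairs of replicates.

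The 8 libraries can be split into groups of 4 in 35 ways. For the numbers of ORF-Ts up-regulated and down-regulated, of CUTs, NUTs, SUTs, antisense transcripts and ETs up-regulated, of sn/snoRNAs down-regulated and of ribosomal protein transcripts down-regulated and up-regulated, 1 of the 35 splits, the one by strain, gave a number as large. No other split gave more than 1 call in any class. Each other split mixes the strains, so a difference between strains adds to the spread within its groups and keeps its calls low. The size of the gap in calls is therefore no measure of support. Of the 35 splits, 8 part all pairs of replicates with the same number, 24 part 2 of the pairs, and 3 part none.

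The excess of down-regulated over up-regulated ORF-Ts was tied to the scaling. With library totals alone 85 were down-regulated and 222 up-regulated. TMM over all transcripts rests on the assumption that most transcripts do not change, and 1236 antisense transcripts, 1291 NUTs and 732 CUTs of which most rose were among those it was computed from. The scaling of the libraries may therefore account for the excess, and without an external standard the number of ORF-Ts that fell cannot be fixed from these counts.

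Ribosomal protein transcripts lay below other ORF-Ts by -0.47 on the log2 scale. Several explanations were tested. The scaling was argued against, since the difference closest to 0 under any scaling was -0.44. Transcript length and abundance were argued against too, since 0% of 10000 random lists of ORF-Ts matched on length and mean count had a median as low as -0.78, with the lowest at -0.49. A grouping of the libraries by chance is not excluded: 2 of the 35 splits gave a difference as large, the other at 0.476, which parts 2 of the pairs. Among the splits that part all 4 pairs the largest other difference was 0.398. In the 4 pairs of replicates with the same number the difference was -0.48, -0.62, -0.65 and -0.16. An exact test over 4 pairs allows no p under 0.125, so it cannot decide the question. With the replicate number as a block, fry gave p = 0.0053 and camera with the estimated correlation gave p = 0.0933. Whether the whole set shifted between preparations apart from the strain therefore stays open. An effect of the deletion is 1 of the explanations that may hold.

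*RPS22B*, the lowest ribosomal protein transcript, had a log2 fold change of -0.40 without the counts of snR44, above the median of the list, so the reads of snR44 are a likely source of its low value. NUTs that hold an sn/snoRNA were called up-regulated in 0 of 47 cases (0 at an unadjusted p under 0.05, and 11 were down-regulated), and in 74.5% of cases without those reads (76.1% of the 46 that had counts left), against 67.1% of other NUTs. The reads of the mature sn/snoRNA may thus hide the change of those NUTs. The counts left still include the ET and any gene on the same strand.

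ORF-Ts convergent with an sn/snoRNA were lower than other ORF-Ts, in 1 of the 35 splits by as much, with 0.207 in the next. Ribosomal protein transcripts among them do not carry the difference, since it was -0.19 without them (Fisher's exact test on the shares down-regulated, p = 0.0091). The relation to the change of the ET was weak across pairs. Of the ORF-Ts with a raised antisense transcript the same was true: 1 of 35 splits gave a difference as large, with 0.173 in the next, although the list itself was made from the calls between the strains. Within 5 classes of equal size by mean count the differences were -0.58, -0.21, -0.10, -0.11 and -0.085, with a mean of -0.22 (permutation within the classes, p = 1e-04, the smallest that 10000 permutations can give). Abundance of the sense transcript thus does not remove the difference of the medians, which is largest in the least abundant ORF-Ts. The shares down-regulated do not follow in each class: in the most abundant class 17.0% were down-regulated with a raised antisense transcript and 20.9% without, against 17.9% and 6.25% in the least abundant, and these shares were not tested by class. Counts assigned to the wrong strand are argued against, since they would move sense and antisense the same way, and the difference of the medians closest to 0 under any scaling was -0.19. Repression by the antisense transcript may be at work, as a hypothesis found on the same data.

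Mature sn/snoRNAs might fall because their extended forms are not processed. Across the 76 sn/snoRNAs with an ET, Spearman's rho between the log2 fold changes of the ET and of the mature transcript was -0.033 (permutation p = 0.78) and Pearson's r was -0.03 (permutation p = 0.796), so the sn/snoRNAs whose ET rose most were not those that fell most. This relation is across transcripts, which are not independent replicates.

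*MATALPHA1* (YCR040W) had 6, 10, 5 and 10 counts in WT and 92, 119, 107 and 70 in *rrp6Δ*, a log2 fold change of 3.08 (standard error 0.41, FDR = 3.25e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its sequence has a copy at *HML*, so where its reads come from is uncertain. Cells of the alpha mating type among the *rrp6Δ* cells would bring other genes of alpha cells. Of 4 such genes 2 are in the table, and their largest log2 fold change was -0.031 (*STE3*), with -0.36 for *SAG1*. The *MATa* cell genes *STE2*, *MFA1* and *MFA2* had -0.07, -0.36 and -0.91. The values argue against alpha cells. Transcription from the silent copy or an antisense transcript across it was not tested.

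The authors' deposited log2 fold changes and those computed here had a correlation of 0.9996 across transcripts and a median difference of -0.05. Of the transcripts called here, 118 of the 120 up-regulated and 678 of the 820 down-regulated ORF-Ts also pass the thresholds in the authors' deposited values, as do 595 CUTs, 832 NUTs, 195 SUTs, 685 antisense transcripts, 49 ETs and 19 of the down-regulated sn/snoRNAs.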
